# Collective signalling drives rapid jumping between cell states

**DOI:** 10.1242/dev.201946

**Published:** 2023-12-06

**Authors:** Elizabeth R. Westbrook, Tchern Lenn, Jonathan R. Chubb, Vlatka Antolović

**Keywords:** Cell state transition, Positive feedback, MS2 imaging, Stem cell niche, Oscillation, Transcriptional noise, Optogenetics, Collective behaviour, *In vivo* imaging, Excitable signalling

## Abstract

Development can proceed in ‘fits and starts’, with rapid transitions between cell states involving concerted transcriptome-wide changes in gene expression. However, it is not clear how these transitions are regulated in complex cell populations, in which cells receive multiple inputs. We address this issue using *Dictyostelium* cells undergoing development in their physiological niche. A continuous single cell transcriptomics time series identifies a sharp ‘jump’ in global gene expression marking functionally different cell states. By simultaneously imaging the physiological dynamics of transcription and signalling, we show the jump coincides with the onset of collective oscillations of cAMP. Optogenetic control of cAMP pulses shows that different jump genes respond to distinct dynamic features of signalling. Late jump gene expression changes are almost completely dependent on cAMP, whereas transcript changes at the onset of the jump require additional input. The coupling of collective signalling with gene expression is a potentially powerful strategy to drive robust cell state transitions in heterogeneous signalling environments. Based on the context of the jump, we also conclude that sharp gene expression transitions may not be sufficient for commitment.

## INTRODUCTION

The changes in gene expression occurring during developmental progression are not constant paced. In diverse developmental contexts, from plants to *Dictyostelium*, to neurons, to adult and embryonic stem cells, developmental progression occurs by rapid and concerted transcriptome-wide switching from one gene expression state to the next (Antolovic et al., 2019; Artegiani et al., 2017; Giri et al., 2022; Jang et al., 2017; Moris et al., 2016; Nelms and Walbot, 2019; Rukhlenko et al., 2022; Saez et al., 2022). These rapid transitions imply a powerful and general mechanism for cells to robustly ‘commit’ to a specific state in the presence of complex tissue signalling, by making cells insensitive to signals promoting alternative states, and by promoting coherence in the establishment of the new state.

Sharp switching between transcriptome states has usually been revealed by single cell transcriptomics methods. Although these approaches allow transcriptomes to be sampled from many cells at a time, and so enable classification of cell states, the measurements require disrupting the cells and their dynamic population structure. Consequently, it is unclear how rapid cell state switching is organised and coordinated in space and time within physiological cell contexts.

Here, we investigate the coordination of rapid cell state transitions using the social amoeba *Dictyostelium.* These cells enter their developmental programme upon exhaustion of their food source. After a few hours of starvation, cells begin signalling to each other using extracellular cAMP, which acts as a chemoattractant and drives the aggregation of the cells into a multicellular mound. Over the next 15-20 h, the mound undergoes a series of morphogenetic transitions, resulting in the generation of the mature final structure – a fruiting body with spores suspended over the substrate by a stalk. In addition to these morphogenetic transitions, the cells change a substantial proportion of their transcriptome as they transition from the feeding state to the final structure. Time series analysis of transcriptomes at the population level reveals, as in other systems, that developmental progression is not constant paced (Parikh et al., 2010; Rosengarten et al., 2015). More recently, single cell transcriptome analysis of the mound stage revealed discrete states during the cell fate bifurcation process, indicating the concerted switching of the transcriptome within single cells (Antolovic et al., 2019).

Gene expression changes are regulated by a variety of signals: the onset of development is regulated by nutritional signalling (Jaiswal and Kimmel, 2019), quorum sensing (Clarke and Gomer, 1995) and cAMP (Cai et al., 2014; Corrigan and Chubb, 2014; Masaki et al., 2013), with other signals operating later during development (Williams, 2006). Despite the involvement of multiple signals during early development, most assays remove this signalling complexity, by plating cells from well-mixed cultures in non-nutrient buffer at uniform density. This removes the natural heterogeneity in developmental time within a *Dictyostelium* colony, and the complex external regulation experienced by each cell is reduced to a time-dependent wait for the onset of cAMP signalling.

To understand cell state switching in a more physiological context, we instead consider the early developmental programme in a mimic of the *Dictyostelium* physiological niche. The cells normally live in the soil, feeding on bacteria, and this is simulated in the lab by plating cells on a lawn of bacteria on an agar plate. As cells clear the bacteria, they create a plaque, in which the starving cells then undergo development. This niche-mimic contains the full asynchronous spectrum of developmental states, and more closely resembles the natural signalling complexity, in which nutrition (bacteria), cAMP and variations in cell density (quorum signalling) co-exist. We contextualise a sharp transition in transcriptome content – the ‘jump’ – which occurs at the transition between the unicellular and multicellular stages of development. The jump emerges as a sharp spatial boundary in the colony as collective cAMP signalling begins. Jump gene expression requires cAMP signalling, however different jump genes respond to cAMP with different dynamic behaviours. Post-jump gene expression is almost completely dependent on cAMP, whereas early jump genes require additional signalling inputs. The jump differentially recruits cells separated by only minutes in developmental time, challenging the standard view of development as a synchronous timer-based process. Based on the context of the jump, we infer that gene expression changes at the jump do not constitute commitment.

## RESULTS

Understanding the regulation of cell state transitions during development requires cell states to be defined in the unperturbed physiological context. To describe the major transitions during developmental progression, we collected a continuous single cell transcriptomics time course of *Dictyostelium* development. To capture development in a continuous manner, we collected cells from colonies of cells feeding on their bacterial food source (Fig. 1A). In this context, cells feed on bacteria, and migrate further into the bacteria to acquire more food. Cells left behind starve, which triggers their developmental programme: single cells aggregate together by chemotaxis towards periodic signalling waves of cAMP, to form mounds. Subsequently, the mound goes through a series of morphogenetic steps, ultimately generating the final structure, with spores suspended above the substrate by a stalk. We collected a continuous streak of cells, from the bacterial zone through to the mounds, then generated single cell transcriptomes for 4743 cells.

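The streak was sampled as 2 biological replicates of NC4, a wild isolate of Dictyostelium discoideum that feeds on bacteria, and each replicate was made into 1 droplet single cell library with 12 and 13 cycles of index PCR. There is 1 condition, so position in development comes from the transcriptomes and not from a label. The authors deposited the unique molecular counts (UMIs) per gene and cell from Cell Ranger, before their own filter, and a table of the same counts divided by a scran size factor per cell. The UMI tables hold 48066248 UMIs in replicate 1 and 40863644 in replicate 2. Cells in the normalised table had a median of 16463 UMIs (range 2999 to 53244) in replicate 1 and 14768 (range 3018 to 53828) in replicate 2, over the genes of that table. All 2671 and 2072 normalised columns equalled a column of the replicate's UMI table divided by 1 constant, within 0.01 UMIs, which ties each cell to its replicate. From there the cells were divided into pre-jump, jump and post-jump classes by a rebuilt tree of cell-cell correlations, which is a reconstruction and not the authors' own assignment. Most values are given per replicate or as the mean of both, because cells of a library are not replicates, and others pool the cells of both. Choices that move the numbers are the scale on which cells are correlated, the normalisation, the depth per cell and the borders of the classes.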

**Fig. 1.**
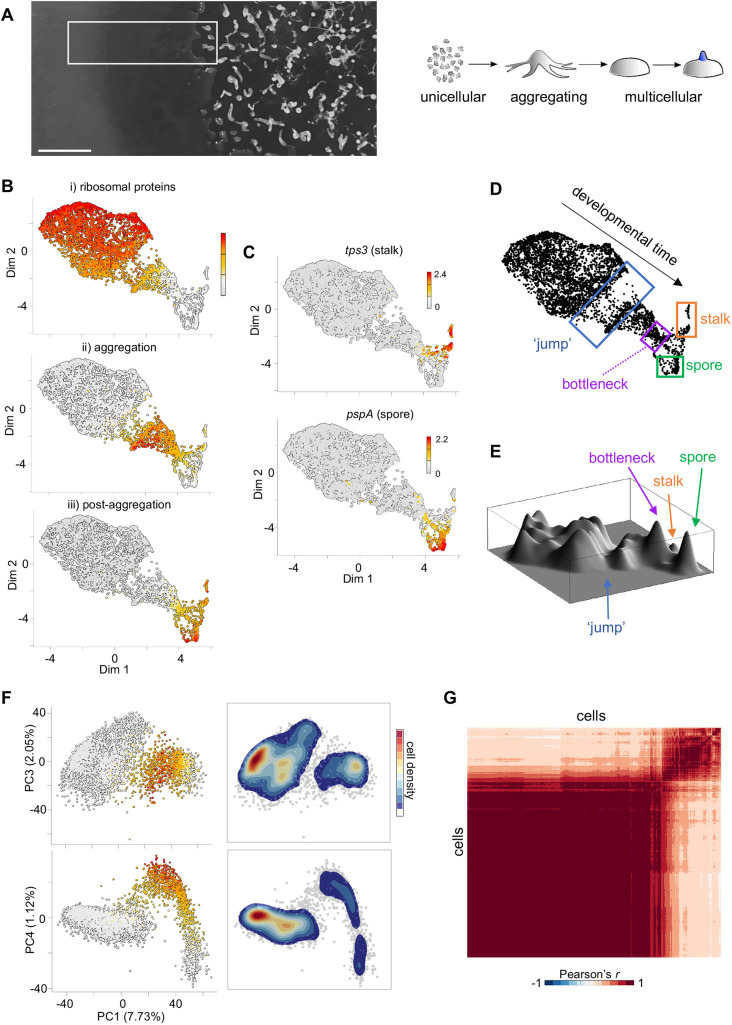
**A jump in developmental progression.** (A) The *Dictyostelium* developmental niche. Left panel: Cells are plated on a bacterial lawn with uncleared bacteria on the left. To the right, bacteria are cleared, cells enter the multicellular state, which goes through morphogenesis to the final fruiting body formation (far right). The white rectangle illustrates the continuous region sampled for transcriptome analysis. Right panel shows a schematic of the sampled life cycle stages. Scale bar: 0.5 cm. (B) 4743 cells positioned in two-dimensional (2D) space, with each cell coloured by the mean expression (mean UMI count) of the following gene sets: (i) ribosomal protein genes (78 genes), (ii) aggregation genes (200) and (iii) genes upregulated in aggregates (215). (C) Expression of stalk (*tps3*) and spore (*pspA*) transcripts in 2D transcriptome space. Scale shows log10 of transcript counts (UMIs). (D) Summary of transcriptome map, showing the jump, bottleneck and cell fate separation. (E) Cell density landscape of D. Landscape ‘height’ represents cell abundance at specific transcriptome states. Few cells are found in the jump region, and cells accumulate in the bottleneck (Fig. S1D). (F) Validation of the jump using PCA. Principal components (PCs) 3 and 4 are plotted against PC1. Each dot is a cell. Colours in left panels are the mean expression level of the aggregation gene set. Colours in the right panels correspond to relative cell density. PC1 approximates developmental progression. Separation of two cell populations (the jump) is clearly visible in both PC1-PC3 and PC1-PC4 space. Aggregation-specific gene expression increases just after the jump (see also Fig. S1E). (G) Two main cell states revealed by a cell–cell correlation matrix, with two distinct clusters visible.

To visualise the data, we reduced its dimensionality to two components combining principal component analysis (PCA) and elastic embedding to retain both local and global data structure (Chen et al., 2019). 

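Ribosomal protein genes were taken as the 78 genes with a symbol starting with rpl or rps and over 10 UMIs in at least 1 cell. Their share of all UMIs was 51.2% ± 2.20 (SD, n = 2) in the pre-jump class, 20.8% ± 3.13 (SD, n = 2) in the jump class and 3.20% ± 0.586 (SD, n = 2) in the post-jump class. The differences between classes exceeded the spread between replicates, and no test was run on 2 replicates. The classes were ordered by this share, so the direction of the fall is built in. The share in the jump class moves with the class borders. When 16 cells drawn at random were left out, a check chosen after seeing the data, it lay between 18.9% and 30.0% over 10 draws. Mean normalised UMIs per ribosomal protein gene were 32.9 times higher in pre-jump than in post-jump cells of replicate 1 and 39.0 times higher in replicate 2. The aggregation and post-aggregation gene lists were not used here.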

To identify the direction of developmental time within the data, we labelled plots with panels of genes representative of specific stages of development (Fig. 1B): the top plot shows expression of ribosome protein genes, which are strongly expressed during feeding but become repressed during starvation, the middle panel shows expression of aggregation-specific genes and the bottom panel displays expression of genes upregulated after aggregation. 

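The stalk marker tps3 (DDB_G0272706) had at least 1 UMI in 26.5% of post-jump cells of replicate 1 (exact 95% binomial interval 21.2 to 32.3, for counting error only) and in 20.7% of replicate 2 (16.6 to 25.3). The spore marker pspA (DDB_G0267412) had at least 1 UMI in 50.6% (44.3 to 56.9) and 67.5% (62.4 to 72.3). In pre-jump cells, taken as the background whatever its source, the shares were 1.19% and 1.42% for tps3 and 0.665% and 3.27% for pspA. These cells were deeper, with medians of 20589 and 21308 UMIs against 4304 and 5203. With each cell thinned to 3000 UMIs, which left out 1 cell of these classes, the shares in post-jump cells were 25.3% and 17.9% for tps3 and 43.2% and 62.7% for pspA, and in pre-jump cells 0.143% and 0.569% for tps3 and 0.238% and 0.569% for pspA. Mean normalised UMIs per post-jump cell were 15.5 and 8.72 for tps3, and 9.75 and 30.6 for pspA.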

Expression of markers of the two principal fates, stalk and spore, occurs in the far right of the plot (Fig. 1C). Overall, these data indicate developmental time proceeds from top left to bottom right along the backbone of the fish-shaped distribution (Fig. 1D). This inferred directionality of developmental time is supported by overlaying expression of an independently generated population transcriptomic dataset (Katoh-Kurasawa et al., 2021) (Fig. S1A,B), and expression of genes with cell cycle control functions, which label clusters in the undifferentiated zone and spore branch, consistent with known cell cycle activity (Muramoto and Chubb, 2008) (Fig. S1C). The distributions of M- and S-phase gene expression are broadly similar, consistent with studies showing *Dictyostelium* lack a G1 phase (Muramoto and Chubb, 2008; Zimmerman and Weijer, 1993).

### Cell state transitions during early development

The distribution of cells in this reduced dimensionality space reveals several key features. As cells differentiate, they encounter a region with few cells – the ‘jump’– indicating a rapid change in the global transcriptome of cells (Fig. 1D). This jump is clearly observed in a 3D density plot of the data (Fig. 1E), where peak heights correspond to cell density in gene expression space. 

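The jump class held 308 of 2671 cells of replicate 1, 11.5% (exact 95% binomial interval 10.3 to 12.8), and 308 of 2072 of replicate 2, 14.9% (exact 95% binomial interval 13.4 to 16.5); the intervals cover counting error only. This class includes neighbouring branches added as in Fig. S4A, and without them it held 5.50% of cells. Its size also depends on the scale of the correlation, and log2(value + 1) before the correlation gave 29.9% in the jump and 0.346% in the post-jump class. Each main branch held at least 3% of cells before expansion, so expansion moved most of the post-jump branch into the jump class there. These 2 shares therefore mix the scale with the expansion.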

After the jump, cells accumulate at a bottleneck, where their transcriptomes become similar, before undergoing a second rapid transcriptome remodelling, similar to the jump, as they separate into the spore and stalk fates, in agreement with earlier observations (Antolovic et al., 2019). 

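Distance between cells was measured as 1 minus the mean Pearson r of log2(value + 1), after thinning each cell to 3000 UMIs in all. Over the 4 clusters of the whole dataset ordered by falling ribosomal protein share it was 0.235 ± 0.00587 (SD, n = 2), 0.282 ± 0.0139 (SD, n = 2), 0.452 ± 0.0183 (SD, n = 2) and 0.503 ± 0.00859 (SD, n = 2). Each step exceeded the spread between replicates. Equal totals leave fewer UMIs for other genes where ribosomal protein genes take more. With ribosomal protein genes left out and the other genes thinned to 3000 UMIs, an alternative chosen after seeing the data, the distances were 0.387, 0.426, 0.460 and 0.502, and the step from the second to the third cluster was smaller. When the clusters themselves were also made on thinned cells, the fourth, with 0.654% of cells, fell below the third, at 0.414 against 0.485.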

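Among post-jump cells, 18 of 257 in replicate 1 and 25 of 357 in replicate 2 had at least 1 UMI of both pspA and tps3. If the markers were independent, 34.4 and 50.0 cells would carry both, so the observed number was 0.523 and 0.500 of that expected. The ratio stayed under 1 in both replicates in each of the alternatives run for it. When 16 cells drawn at random were left out, a check chosen after seeing the data, it reached 0.597 in replicate 1 and 0.541 in replicate 2, the highest of all alternatives. All these ratios cover the whole post-jump class, and not an intermediate state alone. Cells whose fates have already separated would lower them. In the third of 6 clusters of the right main branch (Fig. S1D), where both markers were common, 12 of 176 and 21 of 129 cells had both. The ratio was not computed for that cluster.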

Hierarchical clustering implies cells here proceed from the bottleneck into a mixed transcriptional intermediate state (Fig. S1D, cells marked in purple), in which spore and stalk markers can both be expressed, albeit with little overlap within individual cells, before the complete fate separation occurs.

In this study, we considered the first jump. To test whether this jump is a biological effect or an effect of the non-linear data representation, we also represented the data using linear dimensionality reduction: PCA. In PCA, the PC1 axis reflects developmental time (Fig. S1E), with the jump clearly apparent in several higher order principal components (Fig. 1F, Fig. S1E), indicating it is not an artefact of the elastic embedding procedure. 

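PC1 to PC4 of log2(value + 1), with each gene centred and scaled, held 7.09%, 2.98%, 1.34% and 0.970% of the variance over both replicates. Without scaling the genes PC1 held 24.5%. Across cells, PC1 and the ribosomal protein share had a Spearman rho of -0.85 in replicate 1 and -0.91 in replicate 2, and cells are not independent replicates. The range of PC1 was divided into 20 intervals of equal width. Between the populations the emptiest interval held 19 cells of replicate 1, 0.711%, and 21 cells of replicate 2, 1.01%. The fullest post-jump interval held 4.90% and 6.52%. The lowest density on the best path between the populations, divided by the lower peak, was 0.290 ± 0.0713 (SD, n = 2) in PC1-PC2, 0.297 ± 0.0601 (SD, n = 2) in PC1-PC3 and 0.382 ± 0.242 (SD, n = 2) in PC1-PC4, where 1 would be no gap. With each cell thinned to 3000 UMIs these ratios were 0.746, 0.424 and 0.710, as means of both replicates. The gap was shallower than at full depth in each plane of replicate 2, where the ratios rose to 0.946, 0.642 and 0.925. In replicate 1 they were 0.547, 0.206 and 0.494, and the value in PC1-PC3 was below that at full depth. With ribosomal protein genes left out and the other genes of each cell thinned to 3000 UMIs, an alternative chosen after seeing the data, the means of both replicates were 0.408, 0.234 and 0.577. From the separation in linear components, the paper concludes that the jump is not made by the elastic embedding.

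**Figure D1:**
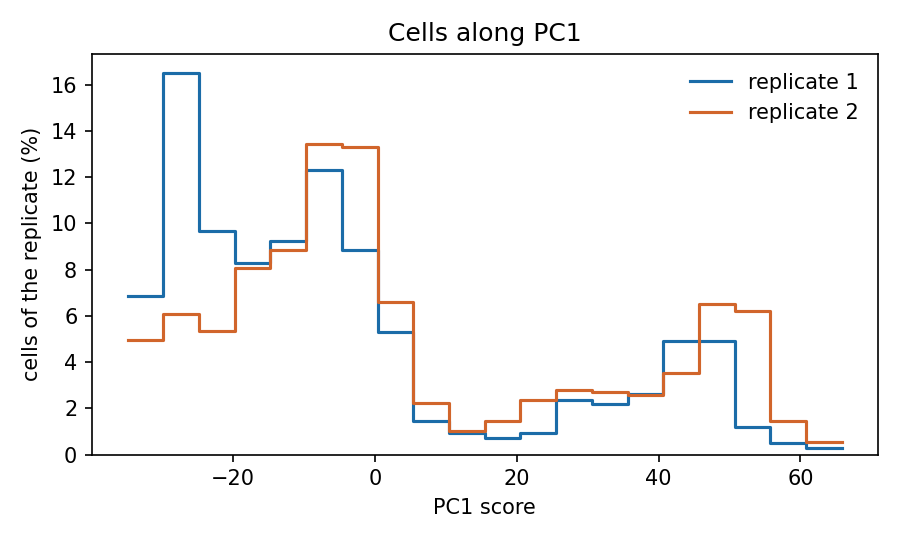
Percent of each replicate's cells in 20 intervals of PC1 score, a unitless axis on which ribosomal protein expression falls from left to right. Each line is 1 replicate, and between the populations both are lowest at scores from 10.4 to 20.5.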

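Pearson correlations were computed between cells of the same replicate, on normalised values without a log. The mean r was 0.939 ± 0.00951 (SD, n = 2) within the pre-jump class, 0.747 ± 0.0581 (SD, n = 2) within the post-jump class and 0.178 ± 0.00524 (SD, n = 2) between these classes. The classes were made from the same correlations, so a lower r between them is built in. With ribosomal protein genes left out of the correlation, r between the classes was 0.275.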

The jump is also clear in clustering of cell–cell Pearson correlations (Fig. 1G), which reveals two major clusters, corresponding to the cells before and after the jump.

To gain insight into the gene expression changes occurring during the jump, we carried out unbiased hierarchical clustering on the whole dataset. The clustering revealed the sharp changes in global expression profiles occurring during the jump and identified four major clusters (Fig. S1F, top panel), which are highlighted on the 2D embedding plot (Fig. S1F, bottom panel): two clusters of cells before the jump and two after the jump. 

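Genes whose normalised values had an absolute Pearson r above 0.5 with at least 10 other genes, 949 in all, were used to cluster cells. Average linkage gave no cut with 4 branches of at least 5% of cells, so Ward linkage cut into 4 was used, as set out in advance. Ordered by falling ribosomal protein share, the clusters held 1849 cells (47.6% of replicate 1 and 27.8% of replicate 2), 1742 cells (32.1% of replicate 1 and 42.7% of replicate 2), 856 cells (17.7% of replicate 1 and 18.5% of replicate 2) and 296 cells (2.58% of replicate 1 and 11.0% of replicate 2). In percentage points the replicates differed most in the first. With the cells of both replicates pooled, of the first 2 clusters, 99.9% and 94.7% of cells were in the pre-jump class. The third held 60.9% jump and 37.5% post-jump cells, and 99.0% of cluster 4 were post-jump cells. With cells thinned to 3000 UMIs, clusters 3 and 4 together fell from 24.9% to 13.9% of cells.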

Based on gene expression signatures, these clusters represent cells that are feeding (red), starving (green), aggregating (blue) and mound stage (purple). 

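The markers were set in advance, taken over the cells of both replicates pooled, and counted as detected with a mean of at least 0.1 normalised UMIs in a cluster. Of 10 feeding markers, 3 were highest in the first cluster and 7 in the second. Of 9 starving markers, 1 was highest in the second and 8 in the third. Among these, cafA, dscE, vwkA and cryS are jump genes of Table S1, which the study chose on these cells. Jump cells made up 60.9% of the third cluster, so a peak of those genes there is partly built in. All 10 aggregating markers were highest in the third, all 7 spore markers in the fourth, and of 4 detected stalk markers 3 were highest in the fourth and 1 in the third. The clusters are therefore given by number. Mean normalised UMIs of dscE per cell, from the first to the fourth, were 0.890, 5.95, 8.78 and 1.84 in replicate 1 and 2.02, 7.03, 13.9 and 3.36 in replicate 2.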

Our inference here, also apparent in Fig. S1A, is that the jump occurs at the onset of aggregation. This is consistent with population transcriptomic data based on morphologically staged time series that show substantial transcriptome changes between single cell and multicellular stages (Katoh-Kurasawa et al., 2021; Parikh et al., 2010). However, the implication from our continuously sampled data showing few cells caught within the jump is that the transition is concerted within individual cells, with two clearly demarcated attractor states (Fig. 1D-F), features not resolvable using population average data. The majority of changes before the jump are repressive, with 66% of transcripts downregulated in two waves before the jump (Fig. S1F). 

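Between the first and the second cluster, both before the jump, 51.8% ± 1.79 (SD, n = 2) of the selected genes had a lower mean normalised value in the second. Of the same genes, 55.2% ± 0.447 (SD, n = 2) were lower in post-jump cells than in the first cluster, the one with the highest ribosomal protein share, and this comparison also takes in changes during and after the jump. Both shares depend on the normalisation. With total UMIs per cell in place of scran size factors they were 37.5% and 32.3%, and with cells thinned to 3000 UMIs 30.4% and 24.9%, so that most selected genes were then higher. Ribosomal protein genes fell from 51.2% of UMIs in the pre-jump class to 3.20% in the post-jump class. Equal totals therefore raise the summed share of all other genes, so part of this shift is built in. How large that part is was not measured. The share between the first 2 clusters also fell below 50% over all genes with a mean above 0.01, at 45.0%, and with genes selected on log2(value + 1), at 49.0%. The alternatives for the first 2 clusters were chosen after seeing the data.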

Transcript clearance might result from transcriptional repression followed by constitutive RNA turnover, or by induced RNA decay. Concerted transcriptome shifts within a cell, based on transcriptional repression, would require the half-lives of repressed transcripts to be matched, to enable synchrony. This is not consistent with data showing a broad heterogeneity in turnover times for different mRNAs during starvation (Muramoto et al., 2012), implying the jump requires an induced RNA turnover mechanism.

To contextualise the jump with developmental progression more precisely, we used live imaging of transcription of jump marker genes, using transcriptional reporters inserted into endogenous gene loci. We identified jump markers in the transcriptome data that are representative of cells at different stages of the jump (Fig. 2A). The *cafA* gene, which encodes a calcium-binding protein, is induced prior to the jump. *carA*, the cAMP receptor gene, is expressed slightly later, with detectable induction before the jump. 

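For cafA (DDB_G0277827) the mean normalised UMIs per cell were 2.48 ± 0.807 before, 26.8 ± 7.83 in and 1.43 ± 0.258 after the jump (SD, n = 2 replicates). For carA, whose counts all lie on the copy carA-1 (DDB_G0273397) of a duplicated pair, they were 0.420 ± 0.0484, 3.81 ± 0.128 and 0.905 ± 0.0365. In UMI sums per class and replicate, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave from the pre-jump to the jump class a log2 fold change of 5.34 (standard error 0.33, adjusted p = 2.91e-07) for cafA and a log2 fold change of 3.57 (standard error 0.26, adjusted p = 7.40e-07) for carA-1, and both genes were higher in the jump class in each replicate. The classes for this test came from one random part of each cell's UMIs and the sums from the other. When all UMIs made both classes and sums, these values were 3.78 for cafA and 3.44 for carA-1. The same test gave cafA a pre-jump to post-jump log2 fold change of 1.53, which changed sign to -0.30 under that alternative. The class means given above also fell, from 2.48 to 1.43. The split test had 1935 and 1202 pre-jump cells in replicates 1 and 2, against 2106 and 1407 for the means and the alternative. The classes therefore differ as well as the UMIs, and the cause of the sign change was not separated. Along PC1 deciles of each replicate, cafA first passed 0.5 of its highest mean in decile 8 of replicate 1 and 7 of replicate 2, and carA-1 in deciles 9 and 8. At a lower threshold both genes passed in the same decile, a difference of 0.

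**Figure D2:**
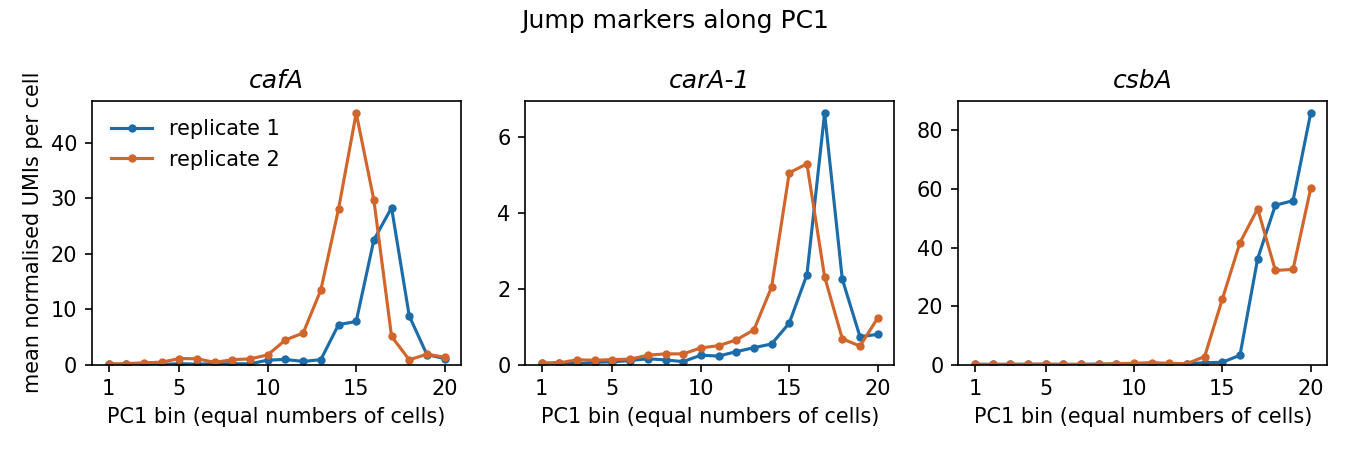
Mean normalised UMIs per cell of cafA, carA-1 and csbA in 20 bins of PC1 with equal numbers of cells, where bin 1 is the feeding side and each line is 1 replicate. The means first pass 0.5 of their highest in bins 16 and 14 for cafA, 17 and 15 for carA-1, and 18 and 16 for csbA, in replicates 1 and 2.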

The *csbA* gene, which encodes a cell adhesion protein, is expressed post-jump. 

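For csbA (DDB_G0272833) the mean normalised UMIs per cell were 0.200 ± 0.00738 before, 39.6 ± 7.49 in and 55.0 ± 19.1 after the jump (SD, n = 2). From the jump class, which includes branches next to the jump, to the post-jump class the level rose from 44.9 to 68.5 in replicate 1 and from 34.3 to 41.5 in replicate 2. In UMI sums, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave this step a log2 fold change of 1.82 (standard error 0.35, adjusted p = 0.00118). When all UMIs made both classes and sums, which also changed the cells of each class, it was 0.75 and was no longer called. From the pre-jump to the post-jump class edgeR gave csbA a log2 fold change of 8.67 (standard error 0.48, adjusted p = 2.43e-08), with a rise in both replicates. The mean of csbA passed 0.5 of its highest mean in the same deciles as carA-1. With no upper limit on UMIs per cell, the distance from cafA to csbA was 0.5 deciles in place of 1.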

To directly visualise transcription of these markers during development, we inserted MS2 (Bertrand et al., 1998) and PP7 (Larson et al., 2011) stem loops into the endogenous gene loci, then used the cognate fluorescent MCP and PCP stem loop binding proteins to visualise nascent transcripts as spots at the site of transcription (Fig. 2B) (Tunnacliffe and Chubb, 2020). Genes were imaged in pairs, with simultaneous imaging of both MS2- and PP7-tagged genes, with *carA*-MS2 imaged alongside both *cafA-*PP7 and *csbA-*PP7 to benchmark the spatial context of expression for each gene. To ensure physiological regulation, and to contextualise transcription with normal developmental progression, cells were directly imaged in the developmental colony. Both *cafA* and *carA* were strongly induced in cells before the onset of cell aggregation*.* In contrast, *csbA* only showed abundant transcriptional events in the zone of the colony undergoing aggregation.

**Fig. 2.**
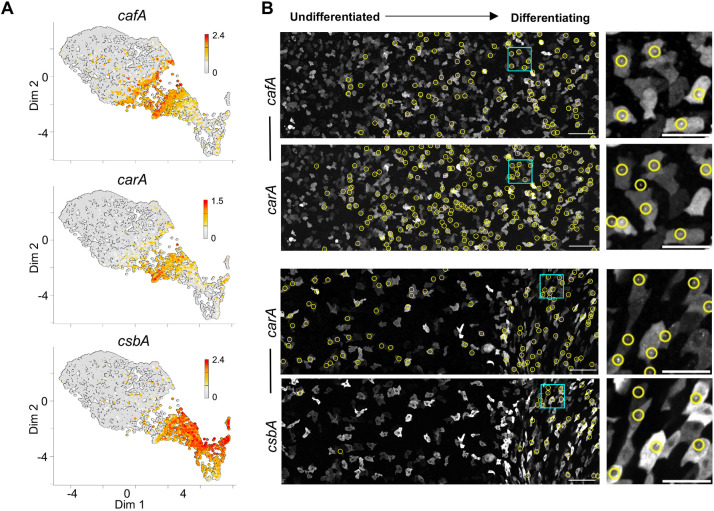
**Matching jump transcripts to niche context.** (A) Expression of specific genes around the jump. 2D transcriptome maps are coloured by the expression level of the indicated genes. Scale shows log10 of transcript counts (UMIs). (B) Imaging nascent transcription in the developmental niche of genes that change expression during the jump. On the left are the undifferentiated cells, on the right are cells beginning to show collective chemotaxis. Top two panels show transcription of *cafA*-PP7 and *carA*-MS2 in the same cells. Yellow rings highlight cells with spots corresponding to nascent transcription. Bottom two panels show transcription of *carA*-MS2 and *csbA*-PP7, in the same cells. Boxed areas are enlarged on the right. Scale bars: 50 µm (left); 20 µm (right).

### Regulation of jump gene expression by cAMP

Developmental gene expression can be influenced by multiple signals, notably starvation time (Jaiswal and Kimmel, 2019) and extracellular cAMP (Cai et al., 2014; Corrigan and Chubb, 2014). To what extent are these signals, which are spatially heterogeneous in the niche, driving the gene expression changes at the jump? As both transcriptomics and the imaging imply jump genes such as *cafA* and *carA* are induced just prior or at the onset of aggregation, this suggested cAMP signalling may be responsible for the jump. To test this, we imaged transcription of jump genes in the colony (Movie 1), with parallel tracking of cAMP signalling, by mixing the transcriptional reporter cells with cells expressing the cAMP reporter Flamindo2. Flamindo2 is an intensiometric cAMP reporter that dims in fluorescence when it binds to cAMP (Ford et al., 2023; Hashimura et al., 2019; Kundert et al., 2020) (Movie 2). We obtained time series data simultaneously recording the physiological dynamics of both transcription and signalling, in the unperturbed colony, from the undifferentiated cells through to the cells at the aggregation stage of differentiation, over millimetre length scales (Fig. 3A). Data are represented with the horizontal axis representing the position of each cell in the colony (Fig. 3B). Undifferentiated cells are on the left, with the differentiating cells on the right. The vertical axis represents imaging time. For *carA*, the undifferentiated cells only showed sparse and sporadic transcription (Fig. 3B, Fig. S2A), with transcription becoming strong and oscillatory in the more differentiated cells. The region of strong transcription coincided with the domain of cAMP fluctuations, which showed oscillatory behaviour (Fig. 3C-E, Fig. S2B-D), and continued as the signalling cells merged into an aggregate towards the end of the time series (observed as the constriction of fluorescence at the top right of Fig. 3C). The *carA-*expressing cells mark the zone in the colony where aggregating cells peel away from the rest of the population: the population that was spatially continuous at the onset of imaging separated gradually as the aggregate formed.

**Fig. 3.**
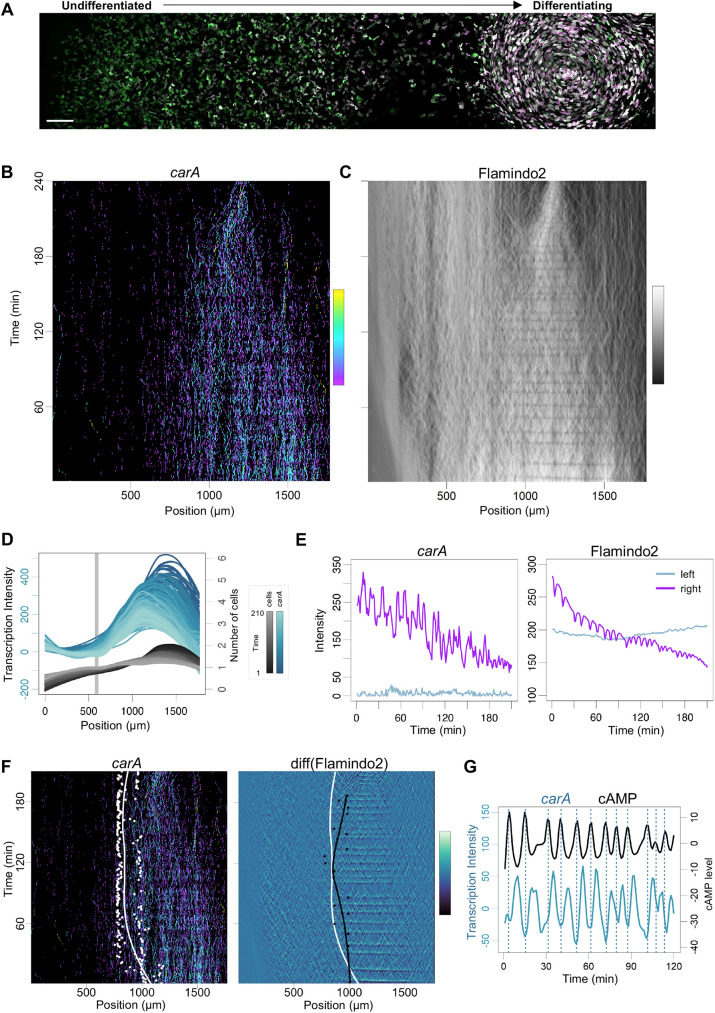
**Coupling between jump transcription and signalling dynamics.** (A) Overview image of the *Dictyostelium* early developmental niche. Undifferentiated, feeding cells are on the left, becoming progressively more differentiated to the right and entering a multicellular aggregate on the far right. Scale bar: 100 µm. (B) Imaging transcription dynamics of the jump gene *carA* in the niche. Horizontal axis reflects the axis of differentiation in A. The vertical axis is imaging time. Transcription spot intensity over time is shown, with activity level related by the colour scale bar [yellow (high) to purple (low)]. Transcription is sporadic in the less differentiated cells, becoming frequent and oscillatory as differentiation proceeds. Transcription spot intensities were averaged into 10 pixel bins (10×0.35 µm). (C) Same data as in B, showing cAMP signalling using the Flamindo2 biosensor, which dims in fluorescence upon binding cAMP. Data show oscillations in differentiating cells. Cells merge into an aggregate towards the end of the time series. (D) Increased transcription activity during differentiation. Plots summarise the data in B, and also show the distribution of cells in the population. Changing transcription and cell distributions over time are shown as different colour shades (see colour scale). The grey line corresponds to the minimum in cell density, where the population splits during the transition to multicellularity. (E) Transitions in transcription and signalling dynamics across the niche. Left panel shows distinct *carA* transcription dynamics comparing zones left and right of the grey line in D. Right panel shows the distinction between oscillatory and non-oscillatory cAMP dynamics either side of the grey line. (F) Positional coupling between transcription and signalling dynamics. Left: White spots are inflections of the curves of transcriptional intensity values at each imaging time point. The white line is a regression line summarising the distribution of points. Right: Black dots show inflection points for cAMP signalling, with the black line the regression line and white line the same as in the left panel. Inflection values were calculated at time points of cAMP wave maxima. Diff(Flamindo2) represents the difference in intensity between one time point and the subsequent one. (G) Temporal coupling between transcription and signalling oscillations. Peaks in cAMP signalling (vertical lines) occur 4-5 min prior to peaks in *carA* transcription.

To what extent are the oscillations temporally and spatially coupled? A quantitative analysis of *carA* transcription indicated *carA* induction occurs at the same region at which cAMP relay is occurring. This was revealed by substantial overlap in the inflections of the curves summarising transcription and signalling activity (Fig. 3F, Fig. S2E). The period of the cAMP and *carA* transcription oscillations was similar, however the phases of transcription and signalling waves were offset (Fig. 3G, Fig. S2F). A cross-correlation analysis revealed a lag of 4-5 min between the peak of the cAMP wave and the peak of transcription, possibly reflecting signalling lags from receptor to gene, such as transcription factor shuttling times (Cai et al., 2014), in addition to the time for transcripts to build up at the locus. Overall, these data imply induction of *carA* by collective cAMP signalling.

To directly test the role of cAMP in inducing jump transcription, we imaged *carA* transcription together with signalling in *acaA−* mutants (Fig. 4A), which lack the adenylyl cyclase that synthesises cAMP during early development. These mutants showed a loss of cAMP signalling using the Flamindo2 reporter (Fig. 4A, right panel). The rare sporadic *carA* transcriptional events were still observed, with slightly enhanced activity further from the bacterial zone, however the gene did not show the strong induction of transcription observed in the wild-type developmental collective.

**Fig. 4.**
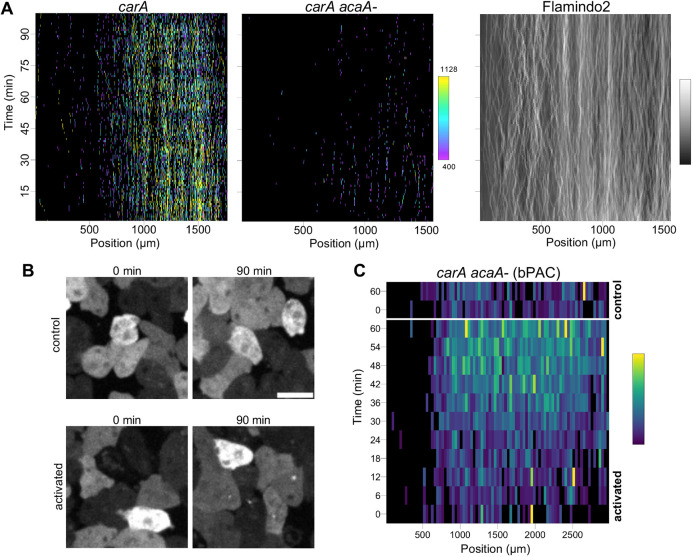
**Functional coupling of cAMP signalling and jump gene expression.** (A) Loss of *carA* transcription in cells lacking a functional adenylyl cyclase A (ACA) gene. Left panel shows the rapid increase in *carA* transcription in wild-type cells (expanded view of Fig. 3B). Central panel shows loss of *carA* induction in *acaA-* cells. Right panel shows absence of cAMP oscillations in *acaA−* cells. Typical experiments shown. Three wild-type and three *acaA−* biological repeats carried out. (B) Optogenetic rescue of jump gene expression: *acaA− carA-*PP7 cells mixed with *acaA−* cells expressing optogenetic adenylyl cyclase, bPAC. Cells were pulsed with blue light at 6 min intervals to mimic normal cAMP signalling. Strong induction of transcription was observed in pulsed cells (bottom) compared to non-pulsed cells (top). Scale bar: 10 µm. (C) *carA* shows context- and time-dependent responses to exogenous induction of cAMP using bPAC. Heatmap shows *carA* induction in the cell population after 30 min of pulsing, but not close to the undifferentiated zone. Transcription spot intensities were averaged into 100 pixel bins (100×0.35 µm). Typical experiment is shown from three repeats (two biological).

To test to what extent cAMP signalling is sufficient to induce jump gene expression, we exposed cells across the colony to periodic pulses of cAMP using the optogenetic adenylyl cyclase bPAC from the soil bacterium *Beggiatoa* (Stierl et al., 2011). To effectively control the experiment in the absence of exogenous cAMP signalling, we used *acaA−* cells, to prevent cAMP signals propagating across the colony, and to allow test (activated) and control (not-activated) cells to be compared in the same conditions. We activated bPAC at 6 min intervals with blue light pulses along the entire starvation axis of the developmental collective. This pulse frequency was used to mimic the normal excitable cAMP signalling pulses occurring around the onset of cell aggregation. This regime of pulsing caused the induction of bright *carA* transcription spots in activated cells, but not in the ‘no light’ controls (Fig. 4B). When examined over the whole collective, the induction process revealed other features of the niche that influence cell responsiveness (Fig. 4C). Firstly, the induction was not immediate – the cells required around 30 min of pulsing before showing strong induction, indicating some requirement for priming. Secondly, the induction was spatially restricted, with the less-differentiated cells at the left of the colony not showing *carA* induction, implying repression by some feature of cell context in this zone. So, although these data indicate oscillatory cAMP signalling drives the jump, the responsiveness of cells depends on their context in the niche.

### Jump genes have different regulatory inputs

Temporal coupling was also observed between cAMP oscillations and the *cafA* gene (Fig. 5, Fig. S3), however *cafA* showed different behaviour compared to *carA*. Transcription of *cafA* was observed in areas of the cell population without oscillatory cAMP signalling, although stronger transcription was observed in the zone where cAMP oscillations were detected (Fig. 5A-C). The transcription was also oscillatory, however, unlike *carA*, the gene was repressed at the higher cAMP oscillation frequencies occurring later in the time series (Fig. 5A, Fig. S3A). A further difference between *carA* and *cafA* was apparent in the offset between transcription and signalling, with *cafA* transcription maxima delayed from cAMP maxima by 90 s or less (Fig. 5D, Fig. S3F).

**Fig. 5.**
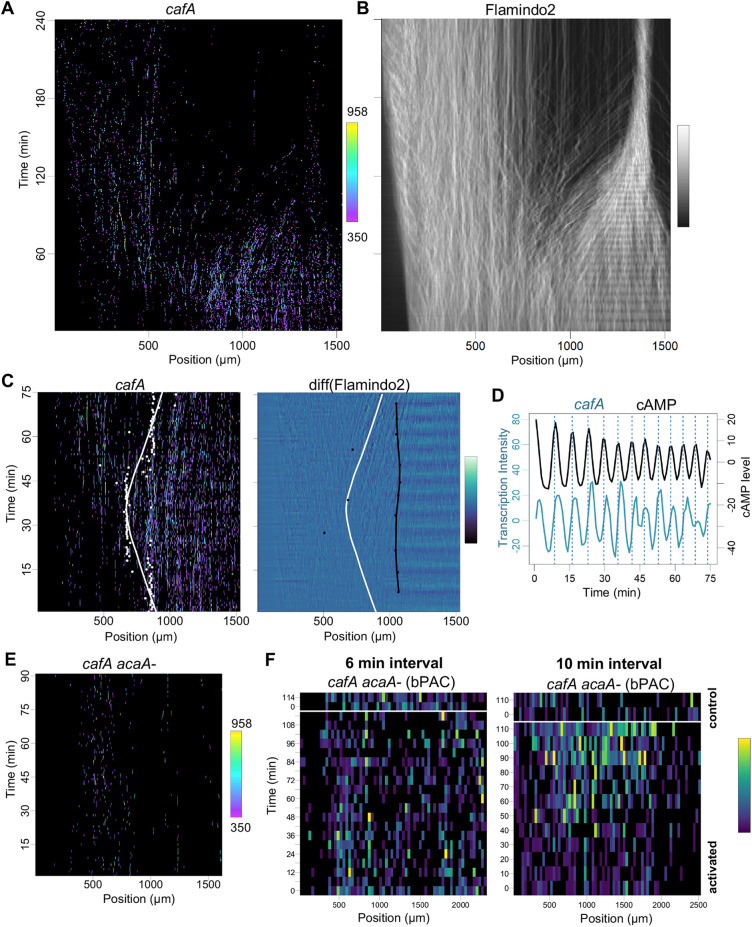
**Alternative coupling strategies between jump signalling and transcription.** (A) Imaging transcription dynamics of the jump gene *cafA*. Horizontal axis reflects the axis of differentiation. Vertical axis shows imaging time. Transcription is sporadic in the less differentiated cells, becoming frequent and oscillatory during differentiation. (B) Same cell field as A, showing cAMP signalling dynamics. Cells merge into an aggregate during the movie. (C) Non-overlapping boundaries of transcription and signalling. Left: White spots represent inflections of the curves of transcriptional intensity values at each imaging time point. The white line is a regression line summarising the distribution of points. Right: Black dots show inflection points for cAMP, black line is the regression for these points. White line the same as in left panel. (D) Temporal coupling between transcription and signalling. Peaks in cAMP signalling slightly precede peaks in *cafA* transcription. (E) Loss of *cafA* transcription in cells lacking a functional adenylyl cyclase A (ACA) gene. Typical experiments are shown in A and E from seven wild-type and four *acaA−* (biological repeats). (F) Left: Optogenetic activation of cAMP with a 6 min pulse interval does not rescue *cafA* gene expression. *acaA− cafA-*PP7 cells mixed with *acaA−* cells expressing optogenetic adenylyl cyclase, bPAC. Cells were pulsed with blue light at 6 min intervals to mimic normal cAMP signalling around aggregation onset. Unlike for *carA*, induction of transcription was not observed in pulsed cells. Typical experiment is shown from nine repeats (five biological). Right: Induction of *cafA* transcription by optogenetic cAMP pulses with a 10 min interval. Strong induction was observed in 3/8 replicates. Transcription spot intensities were averaged into 100 pixel bins (100×0.35 µm).

To directly test the role of cAMP in inducing *cafA* transcription, we imaged *cafA* transcription and cAMP signalling in *acaA−* mutants (Fig. 5E). The rare sporadic *cafA* transcriptional events were still observed. However, the gene failed to show the strong induction of transcription normally observed in wild-type cells. Unlike *carA*, the *cafA* gene was not induced by optogenetic pulses of cAMP synthesis with a 6 min periodicity (Fig. 5F, left panel). Therefore, although strong induction of both genes requires cAMP, *carA* and *cafA* show distinct kinetics of coupling to cAMP signalling. Our observations that *cafA* transcription is repressed at high cAMP frequencies (Fig. 5A), together with the observed induction of transcription in cells not undergoing robust cAMP oscillations (Fig. 5A,C) suggest *cafA* may respond to lower levels of cAMP and/or lower frequency pulses, with repression of the gene at high signal amplitudes/frequencies. To explore this further, we repeated the optogenetic activation experiments for *cafA* transcription, this time using a 10 min pulse interval (Fig. 5F, right panel). With this reduced cAMP pulse frequency, we observed induction of *cafA* transcription in the niche. The induction was not fully penetrant, with strong transcription induced in three out of eight experimental replicates, however the results are suggestive that the *cafA* gene is responsive to cAMP, but at lower amplitudes or frequencies of stimulation. This would be consistent with its expression earlier in development than *carA*, when cAMP signalling is more unstructured and infrequent (Ford et al., 2023).

The coupling of *cafA* transcription to cAMP may follow the rules inferred for the transcriptional oscillations of the *csaA* gene (Cai et al., 2014; Corrigan and Chubb, 2014). With the caveat that *csaA* oscillations were observed with cells differentiating in buffer, rather than in the niche, the gene was proposed to show two-step regulation, with activation and repression at different stages of the cAMP oscillation cycle. The effect of this scenario is that the gene is switched off at high cAMP wave frequencies, as the repression occurs before the activated state has sufficient time to be productive. Transcription of *cafA* is repressed at high cAMP frequencies (Fig. 5), in addition to showing activation independent of cAMP oscillations, much like *csaA*. In contrast, the *carA* gene was not inactivated at high signal frequencies (Fig. 3), suggesting a more simple one-step model, in which the gene activation mirrors the level of cAMP (with a lag) but no explicit repressive input.

We then further tested the requirement for cAMP signalling for a broad set of genes changing their expression at the jump. To define this set of genes, we intersected high temporal resolution population transcriptomic datasets from synchronous developmental protocols (Katoh-Kurasawa et al., 2021) with our own continuous single cell transcriptome data from the physiological colony (Fig. S4). We categorised genes into three profiles (Table S1): repressed at the jump (pre-jump genes), induced spanning the jump (jump genes such as *carA* and *cafA*) and induced after the jump (post-jump). Comparing the population transcriptomic data for wild-type and *acaA−* cells revealed effects of cAMP removal on all three categories. For pre-jump genes, 85% failed to be repressed without cAMP signalling (Fig. S4B; 46/54 genes). For jump genes, 16/22 showed partially reduced expression without cAMP, with the remainder losing induction completely (Fig. S4C). Post-jump genes almost entirely showed complete lack of normal developmental expression without cAMP, with only 1/82 genes (*csbC*) retaining detectable induction (Fig. S4D). Overall, these data indicate that erasure of the undifferentiated state requires cAMP and the post-jump state is effectively absent without cAMP. In contrast, as also implied by the sporadic transcription observed in our niche imaging, and the resistance to optogenetic cAMP stimulation we observed for recently starved cells, induction of the transcripts spanning the jump state requires a mixture of cAMP signalling and other inputs.

### Collective signalling separates cells of a similar developmental age

In the developmental niche, cells that peel off to join streams of aggregating cells are initially spatially directly adjacent to cells of a similar developmental time (e.g. Fig. 3B). To quantify this, we captured low-magnification time series of the developmental colony (Fig. 6A). The cells advanced into the bacterial zone at a constant rate of around 1.9 µm min^−1^, which is slightly slower than they migrate *in vitro* in buffer (Chubb et al., 2002). The events in which cells peeled off to form streams and then mounds occurred around once every 4 h (Fig. 6B,C) although this could be as much as 10 h. This may be an underestimate of the variability, with rare mounds forming well behind the normal band of mound formation, in the zone containing fruiting bodies. Overall, this variation implies the absolute time of starvation, which reflects the continuous clearance of the bacteria away from the starving cells, is not a precise predictor of the time at which the cell enters multicellular development, which is a discrete event. As a consequence, cells entering mounds will vary in developmental time by the size of the interval between peel-off events. To contextualise this variation in timing, the normal starvation time before aggregation onset in synchronous developmental protocols is 4-6 h, depending on the strain used, and standard experimental variation. As a result, cells entering late into a mound will have experienced around two-fold (or sometimes considerably more) extra nutrient deprivation than cells early into a mound (schematic in Fig. 6D). This represents a substantial spontaneous heterogeneity in cell signalling history, which may underlie the observed sub-clustering of cell gene expression states just before the jump (Fig. 1E). This heterogeneity may have functional consequences: nutrient-deprived cells tend to adopt the stalk rather than spore fate (Thompson and Kay, 2000). The spontaneous formation of mixed-age mounds by the jump would therefore provide a straightforward source of nutritional heterogeneity to facilitate robust cell type patterning.

**Fig. 6.**
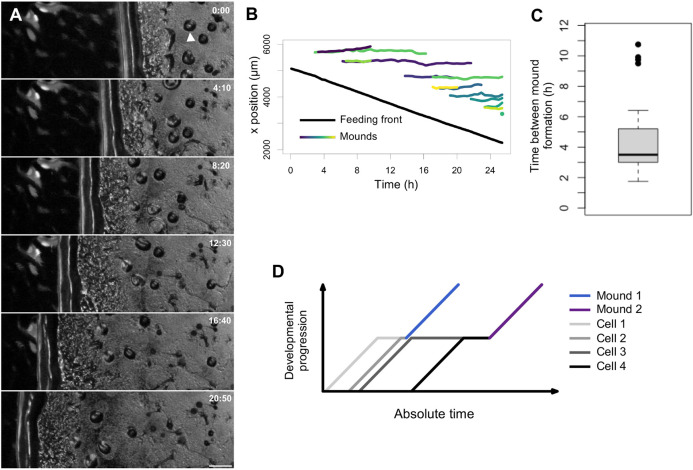
**Aggregation combines cells with widely different developmental times.** (A) Cell deposition by the advancing feeding front. Stills from a time-lapse movie show cells clear the bacterial lawn at a constant rate from right to left. Behind the cleared lawn cells are left behind, which aggregate into mounds at discrete steps. Scale bar: 0.5 mm. Time shown in h:min. Arrowhead indicates an example mound. (B) Quantification of the movie in A showing feeding front progression (black line) and individual mound formation events in the recently starved zone. For clarity, the data are extracted from the bottom half of each panel in the movie. Different mounds shown as different colours. (C) Time between mound formation from 150 pixel sections (0.63 mm) of the feeding front. Data shown as a box plot, showing the median (line), interquartile range (IQR; box), minimum and maximum values excluding outliers (whiskers). Outliers are defined as 1.5× the IQR above or below the box. (D) Schematic showing scenarios caused by discrete budding events. Cells are continuously shed from the feeding front. Each line represents an example cell that leaves the feeding front from this continuously shed population. Cell 1 leaves the front and forms a mound with Cell 2. Cell 3 buds shortly after Cell 2 but waits a long period to enter a mound with Cell 4.

## DISCUSSION

There are key features of cAMP signalling that well suit its ability to drive a sharp change in cell state. As with many tissue signalling processes in more complex systems (Deneke and Di Talia, 2018; Dieterich et al., 2006; Ender et al., 2022; Liu et al., 2022; Pond et al., 2022), signalling by cAMP is excitable: as one cell is activated, it releases more signal to its neighbours, which then further spread the signal (Ford et al., 2023; Gregor et al., 2010; Tomchik and Devreotes, 1981). This signal relay will enable coordinated switching of a cell population into the new state, necessary for an organised response. In addition, the genes induced at the jump, as exemplified by *carA* (which encodes the cAMP receptor) provide the potential for positive feedback. The ability of a signal to induce its own receptor, in addition to the induction at the jump of other genes required for cell aggregation, will further strengthen cAMP signalling between cells. This mutual interaction allows an amplification ideally suited to rapidly lifting a cell out of one state and into the next.

One consideration is that cells would need to be able to perceive cAMP to get the amplification process started, which will require a cAMP receptor. Consistent with this requirement, feeding cells can show basal levels of expression from the *carA* locus (Muramoto et al., 2012), so there will be the potential to detect early arriving cAMP. A further issue is that although induction of transcript clearance and post-jump transcription appear dominated by cAMP regulation, the induction of most genes spanning the jump, notably *cafA*, is also modulated by other inputs. This makes regulatory sense – for a cell to embark on a sharp state transition, multiple inputs would provide more robustness to this decision. Overlying a collective signal over a timing mechanism (starvation) means the cell will only jump when there is a sufficient quorum to make the transition to multicellularity worthwhile, whilst allowing sufficient time to not miss out on another opportunity to feed.

Sharp state transitions or jumps have been implicated as ‘commitment’ points (Mulas et al., 2021). Definitions of commitment vary, but a standard usage implies some resistance against cells reverting to their former state. This usage may not apply to the jump we are considering here. Differentiating *Dictyostelium* cells can de-differentiate rapidly in response to the reapplication of their nutrition source (Finney et al., 1987; Nichols et al., 2020). De-differentiation of most cells in the population is complete within no more than a day and cells retain the ability to de-differentiate until they terminally differentiate, many hours after the jump. This indicates the jump itself presents no absolute barrier to cell state reversion. However, de-differentiation is usually induced by experimental disaggregation of developing structures. If nutrition is applied to intact structures, or cells around the onset of multicellularity, they de-differentiate poorly, if at all (Katoh et al., 2007). This resistance to de-differentiation can be considered commitment but is likely to result from the stability of the signalling across networks of cells, rather than any stable cell-autonomous state resulting from the jump. Indeed, mutant cells which generate unstable mounds show signatures of de-differentiation (Katoh-Kurasawa et al., 2021), suggesting the differentiating state is stabilised by cell interactions, not directly by gene expression state. Does this relate to cell state transitions in general? To an extent, perhaps. Ground state mouse embryonic stem cells can populate preimplantation blastocysts with high efficiency, yet slightly more differentiated cells can reset with a low frequency to contribute to chimeras, although most are lost by cell competition (Alexandrova et al., 2016). Another consideration is that mammalian development requires much more time, and perhaps more cell state transitions than *Dictyostelium* development, so developmentally advanced cells may no longer have the machinery to interpret the signals promoting an earlier state, meaning full de-differentiation can only be enabled by more aggressive approaches, such as forced transcription factor expression.

The single cell gene expression data reported here reveal unexpected sources of cellular heterogeneity. Although the effects of dimensionality reduction also need to be considered, the cells appear heterogeneous in the feeding state before becoming more heterogeneous prior to the jump. This increase in heterogeneity was previously observed in cells differentiating in buffer, which was suggested by modelling to result from the effect of transcription repression on transcriptional noise (Antolovic et al., 2017). Starving cells reduce their overall transcriptional output (Mangiarotti et al., 1981), as might be expected in a context opposed to extensive biosynthesis, which may provide the driver for the increased noise. We show here that there is another potential layer of heterogeneity arising from differences in starvation time of cells undergoing the jump. This heterogeneity could conceivably contribute to variable responses of cells to signals later in development. Indeed, based on the effects of experimental nutrition deprivation on perturbing cell fate allocation (Thompson and Kay, 2000), this spontaneous heterogeneity in nutritional history for cells entering the multicellular stage may contribute to the overall fate diversity between cells in the final developed structure. Input to fate choice will also likely include differences in cell cycle position, which can be a functional source of heterogeneity for cell type allocation in *Dictyostelium* (Gomer and Firtel, 1987; Thompson and Kay, 2000) and other differentiation systems (Pauklin and Vallier, 2013).

Although the pre-jump heterogeneity is largely consistent with the long-held notion that fate choice during development requires differences between cells in feeding and starvation, it is not clear why this heterogeneity should then become reduced before the onset of fate marker expression – the bottleneck. This constriction of cell variability resembles previous single cell transcriptome measurements in the mound (where cell fate bifurcation first becomes detectable), which identified a compact population before the branching into spore and stalk trajectories (Antolovic et al., 2019). The most likely explanation is that the cells at this stage are aggregating or recently aggregated and, regardless of their final fate, will be challenged with expressing the components required for enacting the single cell to multicellular transition. These transcripts dominate the measured transcriptome and are shared by all cells (Antolovic et al., 2019). Based on the sensitivity of single cell transcriptomics, these might be expected to obscure the more variable transcripts conveying information to cells for fate allocation. Alternatively, the cell–cell differences required to inform fate may be better represented in the proteome.

## MATERIALS AND METHODS

### Cell handling

Cells were cultured on lawns of *Klebsiella pneumoniae* on plates of SM agar (Urushihara, 2006)*.* For transcriptomics, we used the wild isolate strain NC4 (from Pauline Schaap, University of Dundee, UK). For genetic modifications, we used the Ax3 strain, and an Ax3 derivative expressing the nuclear marker, H2Bv3-mCherry under the control of the endogenous *rps30* promoter (Corrigan and Chubb, 2014). All cells were used from a master stock and cultured for no more than 10 days. For DNA transformations, we used an electroporation protocol based on H50 buffer (Paschke et al., 2018), with selections in standard HL5 axenic growth medium at 22°C, in tissue culture dishes. Selection used 20 µg/ml G418 for extrachromosomal expression vectors and either 10 µg/ml blasticidin S or 35 µg/ml hygromycin for gene-targeting vectors.

### Molecular biology

To image transcription, PP7 repeats were inserted into endogenous *cafA*, *carA* and *csbA* genes. For PP7 targeting with PP7 cassettes, fragments containing 24 PP7 repeats (Larson et al., 2011) and a blasticidin S resistance (*bsr*) gene (Faix et al., 2004) were inserted at the junction of the promoter and coding sequences of the genes, slightly downstream of the translation start codon. For *carA-*PP7, we used the *carA-*MS2 targeting vector described previously (Muramoto et al., 2012), and replaced the BamHI fragment containing MS2-*bsr* with a BamHI fragment containing PP7-*bsr*. For *cafA-*PP7, we generated a targeting vector with targeting arms cloned as follows: −297 to +281 (promoter, with +1 marking the ATG), +284 to +1310 (coding sequence); for *csbA*: −373 to +274 and +288 to +1148, with HindIII and BsrGI used for cloning promoters, and SpeI and NotI for coding sequences, with PP7-*bsr* inserted using BsrGI and SpeI. Dual transcriptional reporter cell lines with *carA*-MS2 and either *cafA-*PP7 or *csbA-*PP7 were generated in Ax3 *carA*-MS2 knock-in cells (Muramoto et al., 2012) pre-modified by Cre recombinase expression to remove the *bsr*. Single reporter lines for *carA-*PP7 and *cafA-*PP7 were generated in H2Bv3-mCherry-labelled cells. Labelling of the MS2 and PP7 repeats was enabled by expression of extrachromosomal plasmids expressing GFP- or TdTomato-tagged MCP and PCP stem loop binding proteins (Antolovic et al., 2019). For stable uniform Flamindo2 expression, we targeted a codon-optimised Flamindo2 gene into the *act5* gene of Ax3 cells as previously described (Ford et al., 2023). To disrupt the *acaA* gene, we used hygromycin-selectable *acaA* targeting vector (Tweedy et al., 2020). For bPAC, a codon-optimised bPAC gene (Ford et al., 2023) was expressed from the extrachromosomal vector pDM1203 (Paschke et al., 2018), in Flamindo2-expressing *acaA−* cells. All plasmids and cell lines will be deposited at dictyBase.

### Single cell transcriptomics

For a continuous scRNAseq time course, we took a scrape of feeding fronts of NC4 cells, from inside the bacterial zone through to the mound stage of development. Cells were inoculated into ice-cold KK2 buffer (20 mM KPO_4_, pH 6.0), and disaggregated by gentle pipetting. To remove bacteria, cells were centrifuged at 720 ***g*** for 2 min, then resuspended in ice-cold KK2. Single cell transcriptomes were derived using the Chromium Single Cell A Chip platform (PN-1000009) based on a previously published protocol (Nichols et al., 2020). Detailed information on sequencing, downstream processing and data analysis is in the Supplementary Materials and Methods. Transcriptomes from 2671 and 2072 cells, from two replicates, were used for further analysis. Sequencing data are available in the Gene Expression Omnibus database under accession number GSE220242. Code for scRNAseq data analysis is available at https://github.com/Vlatka22/scRNAseq_Pipeline.

### Imaging and image analysis

For imaging gene activity with signalling, transcriptional and signalling reporter cells were mixed at a 1:2 ratio, and spotted onto lawns of *Klebsiella* on diluted SM agar plates (1 SM:19 H_2_O). After 3 days for colonies to form, agar pads were excised and inverted onto imaging dishes (µ-Dish, Ibidi, 81156). Imaging used an inverted spinning disc confocal microscope (3i) using a 63× oil lens, with a Prime 95B CMOS camera (Photometrics). We captured 14-16 *z*-slices, with a 0.4 µm step size and 2×2 binning. 3D stacks were captured every 45 or 60 s at multiple *xy* positions across the cell population, with fields of view stitched to generate a complete view of the early developmental niche. GFP and mCherry/TdTomato were excited with 488 nm and 561 nm lasers, respectively, with laser powers optimised for best resolution alongside maintained cell health. For bPAC activation, transcriptional reporter cells were mixed 1:2 with bPAC-expressing cells. Activating bPAC used a 3D stack with a 488 nm laser every 6 or 10 min. This illumination had the dual function of activating bPAC and collecting transcription spot data.

For low-magnification imaging of feeding front dynamics and mound formation, we spotted Ax3 cells on bacterial lawns on 1:5 diluted SM agar plates, allowed 3 days for colonies to form then captured images every 5 min for up to 25 h. Images were captured using a Dino-Lite digital microscope version 2.0 in a humidified chamber. We tracked the *x* position of the feeding front and mound position every five frames.

Spot detection was based on the approach of Corrigan et al. (2016). To identify cAMP waves, we masked signal from the transcriptional reporter cells, which are more variable in their background intensity than the Flamindo2 cells. The intensity of the remaining cell-containing pixels (representing primarily the Flamindo2 signal) was averaged at each time point. Detailed analysis protocols and methods to compare signalling and transcription distributions are described in the Supplementary Materials and Methods, including minimal modifications to the code from Corrigan et al. (2016). Image analysis code for processing steps downstream of spot detection (with links to spot and signal intensity data) is accessible at https://github.com/Vlatka22/ImageData_Analysis.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201946_sup1 Supplementary information Click here for additional data file.

Table S1. The table lists three classes of genes which change their expression around the jump: repressed at the jump (pre-jump genes), induced spanning the jump (“jump” genes) and induced after the jump (post-jump). These gene sets form the basis of the analysis in Supplementary Figure 4. Click here for additional data file.

# Supplementary material for: Collective signalling drives rapid jumping between cell states
**Source:** Development. 2023 Dec 6;150(23):dev201946. doi: 10.1242/dev.201946
**Supplement:** Supplementary information

## Supplementary Materials and Methods

### Single cell transcriptomics

For single cell RNAseq of a continuous developmental transition, we took a scrape of a feeding front of NC4 cells, from inside the bacterial zone through to the mound stage of development. Cells were immediately inoculated into ice-cold KK2 buffer (20mM KPO<sub>4</sub>, pH 6.0), and disaggregated by gentle pipetting. To remove the bacteria, cells were centrifuged at 720g for 2 minutes, then resuspended in ice-cold KK2. Single cell transcriptomes were derived using a Chromium Single Cell A Chip platform (PN-1000009), with sequencing carried out using a NextSeq500 Mid-output 150-cycle kit. The protocols were as described previously (Nichols et al., 2020), with one modification, 12 and 13 cycles were used for sample index PCR of the replicates, rather than 11 and 12.

Alignment, barcode counting, UMI counting, and filtering was performed by Cell Ranger v3.1.0 using default parameters. For the two biological replicates, totals of 2925 and 2404 single cell libraries passed the filter, with a median of around 15000 and 13000 transcripts per cell (unique molecular counts: UMIs), and 2200 and 2300 genes per cell, for replicate one and two, respectively. All data analysis, unless otherwise stated, was performed in R. We excluded outliers with extremely high total UMI counts (1.5 interquartile ranges above the third quartile), cells with less than 3000 total UMI counts, and cells with less than 800 mapped genes. A total of 2671 and 2072 cells, from replicate one and two, respectively, were used for further analysis. 

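With the upper limit on UMIs computed in each replicate, 2670 and 2078 barcodes passed, and with 1 limit over both replicates 2671 and 2072, the same barcodes as in the authors' normalised table. That limit was 53992 UMIs. It removed 3 and 47 barcodes, and the minimum of 3000 UMIs removed 234 and 279. Other values use the cells of the normalised table unless other barcodes are named.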

Sequencing data are available at GEO: GSE220242

Molecular counts of cells were normalised using size factors calculated with ‘scran’ package (Lun et al., 2016). 

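Size factors recomputed with scran 1.30.0 from the UMIs differed from those implied by the normalised table by at most 2.73e-04%. Across cells they had a Pearson r of 0.859 with total UMIs.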

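The normalised table holds 13231 of the 13865 genes of the UMI tables. The 634 others carry 0.113% of UMIs. Mean normalised UMIs were above 0.01 for 9698 genes.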

Dimensionality reduction was performed using genes with mean normalised UMI counts above 0.01 (9698 genes). Reducing the dimensionality of transcriptome data to two dimensions used principal component analysis (PCA) first, then elastic embedding on the first 11 principal components (selected based on their variance contribution), as described in (Chen et al., 2019). Elastic embedding was performed in MATLAB. For clarity, cells with higher expression are plotted on top of cells with lower expression. The set of aggregation-specific genes is the same as in (Nichols et al., 2020). The genes being up-regulated during the mound stage (“post aggregation”) and cell-cycle genes are as in (Antolovic et al., 2019). For all gene sets, we used an additional selection of genes having more than 10 captured transcripts in at least one cell in our dataset, except for cell-cycle genes having more than 1 transcript in at least one cell. The 3D cell density landscape was calculated with the use of ‘ks’ package in R, using the Hpi (bandwidth estimator) and kde functions. 2D cell density landscapes were plotted with the ‘ggplot2’ package, with the bandwidth set to 1. The cell-cell correlation matrix and two-way hierarchical clustering were carried in MATLAB, using the clustergram function.

To test the effects of loss of the adenylyl cyclase required for chemotaxis and aggregation (ACA) on the jump, we first identified the sets of genes being repressed at the jump (pre-jump), transiently expressed at the jump (jump), and upregulated after the jump

(post-jump). We established criteria that generated consistent scRNAseq profiles for each category. The cells were divided into pre-jump, jump and post-jump based on the hierarchical clustering of the cell-cell correlation matrix (Fig. S4A). Jump class genes were defined as having fold change (FC) > 3 from before and after the jump, having the mean expression >1 normalised UMIs in the jump region and <4 before. Pre-jump genes were defined as being downregulated twofold in the jump region and tenfold after the jump (compared to the pre-jump region), with mean expression >10 normalised UMIs before and < 3 normalised UMIs after the jump. Post-jump genes were defined as having FC > 10 from before the jump and FC > 0.1 from the jump region, with mean expression < 5 UMIs before and >5 UMIs after the jump. For comparing the behaviour of these sets of genes in populations with or without ACA, we used the population RNAseq data from (Kato-Kurasawa et al., 2021). For *acaA*<sup>-</sup> expression values, we used the mean value of both replicates from this published dataset. For wild-type expression values we used mean value of replicates named r5, r6 and r7 (from the published data). We chose these replicates as they were sequenced on Illumina HiSeq 2500, the same as their ACA mutants. The genes we have considered here are those, in wild-type cells, that show the same temporal behaviour in our data (the wild isolate NC4 cells cultured on bacteria) and the earlier study (the lab strain Ax4, cultured in axenic media). A minor fraction of genes in each class (pre-jump 7/61, jump 8/30, post-jump 1/83) did not overlap between the datasets.

### Imaging protocols

Cells were harvested from adherent cultures in HL5 medium (Formedium), centrifuged at 720 g for 2 minutes and resuspended in 5 mL KK2. Cells were recentrifuged and resuspended at  $1 \times 10^7$  cells/mL in KK2. Transcriptional reporter and signalling reporter cell lines were mixed at a 1:2 ratio, and spotted onto an agar plate with diluted SM (1 SM : 19 H<sub>2</sub>O) freshly spread with *Klebsiella*. Agar plates were incubated upright in a humid chamber for 3 days when agar pads were excised and inverted onto a 35mm imaging dish ( $\mu$ -Dish, Ibidi, 81156). Cells were imaged on an inverted spinning disk confocal microscope (3i) using a 63x oil immersion lens, with a Prime 95B CMOS camera (Photometrics). 14 to 16 z slices were acquired with a 0.4  $\mu$ m step size, with 2x2 binning. 3D stacks were captured every 45 or 60 seconds at multiple xy positions across the cell population. 9 fields of view were stitched together, using Slidebook (3i), to generate a montage of the entire heterogeneous early developmental niche. GFP and mCherry were excited with a 488 nm and 561 nm lasers, respectively, with laser powers optimised for best resolution alongside maintained cell health. Laser power, gain and exposure time were kept consistent between wildtype and *acaA*<sup>-</sup> cells of the same transcription reporter. Wildtype cells were imaged for 4 hours to capture the full range of cAMP signalling dynamics. The *acaA*<sup>-</sup> cells, which lack excitable cAMP signalling were imaged for 1.5 hours. For bPAC activation, transcriptional reporter cells were mixed with bPAC expressing cells at a 1:2 ratio. Activation used a 3D stack with a 488 nm laser every 6 or 10 minutes to generate periodic cAMP pulsing. This approach had

the dual function of light activating bPAC and collecting transcription spot data. 12-15 fields of view were captured to sample the extended starvation zone of the *acaA*- cells.

### Spot tracking and image analysis

Spot detection was carried out as described (Corrigan et al., 2016) with the modifications that a threshold was imposed to distinguish between spots representing sites of transcription and background. Thresholds were established iteratively by inspection, then the same threshold was used for wild-type and *acaA*- experiments with that transcriptional reporter. Thresholds were applied to the background intensity of the nucleus, discarding very bright and very dim cells, which show non-linear scaling between live transcription site data and smFISH-based intensity measurements. Other modifications to the code from (Corrigan et al., 2016) were exchanging a “for” loop for a “parfor” for parallel computing and changing a parameter (“firad”) to cater for the different microscope used in the current study. To plot transcription dynamics in the colony through time and show the broadest dynamic range of the data, values above 3 inter-quartile ranges from the upper quartile were set to the highest colour. Pixels with no detected spots are set to black. To compare wild-type and *acaA*- cells, plots for wild-type and *acaA*- data were set to the same colour scale. To identify cAMP waves, we masked signal from the transcriptional reporter cells, which are more variable in their background intensity than the Flamindo2 cells. The intensity of the remaining cell-containing pixels (representing primarily the Flamindo2 signal) were averaged at each timepoint.

### Analysis of spatial signalling and transcription data

To measure jump gene expression, we analysed data from the population before the clear physical separation of the population into starving and streaming cells. The time of population separation was specified manually. Plots showing time series of nuclei counts and spot intensity were produced by plotting nuclear regression fits and spot intensity regression fits for each timepoint. To explore the relationship between cell position, cAMP signalling and jump gene transcription, images were divided into left and right regions, corresponding to recently starved cells and more starved cells. Using R, a local polynomial regression fit (loess function) was applied to nuclei counts across the x-dimension for each timepoint with a span of 0.75. All further local polynomial regression fits (ie. for Flamindo2, spot intensity) were carried out in the same way. The x positions of the minimum of the fit were identified for each timepoint. The range of values of the identified minima positions was used to define the least occupied area, i.e. the approximate location of cell population separation. The region spanning from the edge of the field occupied with bacteria to the edge of the least occupied area was defined as ‘left’ and the region spanning from the other edge of the least occupied area to the far right of the captured field as ‘right’. Mean values of transcription spot intensity and Flamindo2 signal were compared across the left and right regions of the image at each timepoint.

Inflections in the transcription spot intensity fit for each timepoint were used to characterise the location of cells where gene expression is strongly induced. To capture the dynamic location of the inflection over time, the x coordinate of the inflection was taken, and a local polynomial regression curve fitted linking inflection x coordinates through time, excluding outliers  $>1.5$  interquartile ranges beyond the upper and lower quartiles.

Difference images of Flamindo2 were produced by taking the difference in intensity between one timepoint and the subsequent one, referred to as `diff(Flamindo2)`. As the lowest intensity of Flamindo2 corresponds to the highest intracellular cAMP concentration, the timepoints where cAMP waves pass through the population were found by identifying local minima of mean `diff(Flamindo2)` in the right-hand region of the image at each timepoint. To find the border of cAMP relay, a local polynomial regression fit was applied to `diff(Flamindo2)` in x, and inflections in the fit were found for timepoints previously identified as having a cAMP wave. To capture the location of the cAMP signal relay border in time, the x coordinate of the inflection was taken, and a local polynomial regression curve fitted, linking inflection x coordinates through time excluding outliers  $>1.5$  interquartile ranges beyond the upper and lower quartiles.

To investigate the time delays between signalling and transcription, transcription spot intensity mean and Flamindo2 mean signal in the right region of the image were further processed. Using R, both signals initially were locally smoothed using Savitzky–Golay filtering, with a filter length of 3 and a filter order of 1. We then corrected for the changing background over time, by Savitzky–Golay filtering with a filter length of 15 and a filter order of 1. The background was then subtracted from the locally smoothed signal. Flamindo2 signal is inversely related to [cAMP], so to convert Flamindo2 signal into cAMP signal Flamindo2 intensity was inverted. To find the time difference between cAMP and gene transcription dynamics, cross correlation analysis was completed on the smoothed, background corrected signals. Cross correlation was completed over a period of  $\pm 10$  minutes to find realistic signal relay times without artefacts from noisy signal.

## References

- Antolovic, V., Lenn, T., Miermont, A., Chubb, J.R., 2019. Transition state dynamics during a stochastic fate choice. *Development* 146.
- Chen, Z., An, S., Bai, X., Gong, F., Ma, L., Wan, L., 2019. DensityPath: an algorithm to visualize and reconstruct cell state-transition path on density landscape for single-cell RNA sequencing data. *Bioinformatics* 35, 2593-2601.
- Corrigan, A.M., Tunnacliffe, E., Cannon, D., Chubb, J.R., 2016. A continuum model of transcriptional bursting. *eLife* 5.
- Katoh-Kurasawa, M., Hrovatin, K., Hirose, S., Webb, A., Ho, H.I., Zupan, B., Shaulsky, G., 2021. Transcriptional milestones in Dictyostelium development. *Genome research*.
- Lun, A.T., Bach, K., Marioni, J.C., 2016. Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. *Genome biology* 17, 75.
- Nichols, J.M., Antolovic, V., Reich, J.D., Brameyer, S., Paschke, P., Chubb, J.R., 2020. Cell and molecular transitions during efficient dedifferentiation. *eLife* 9.

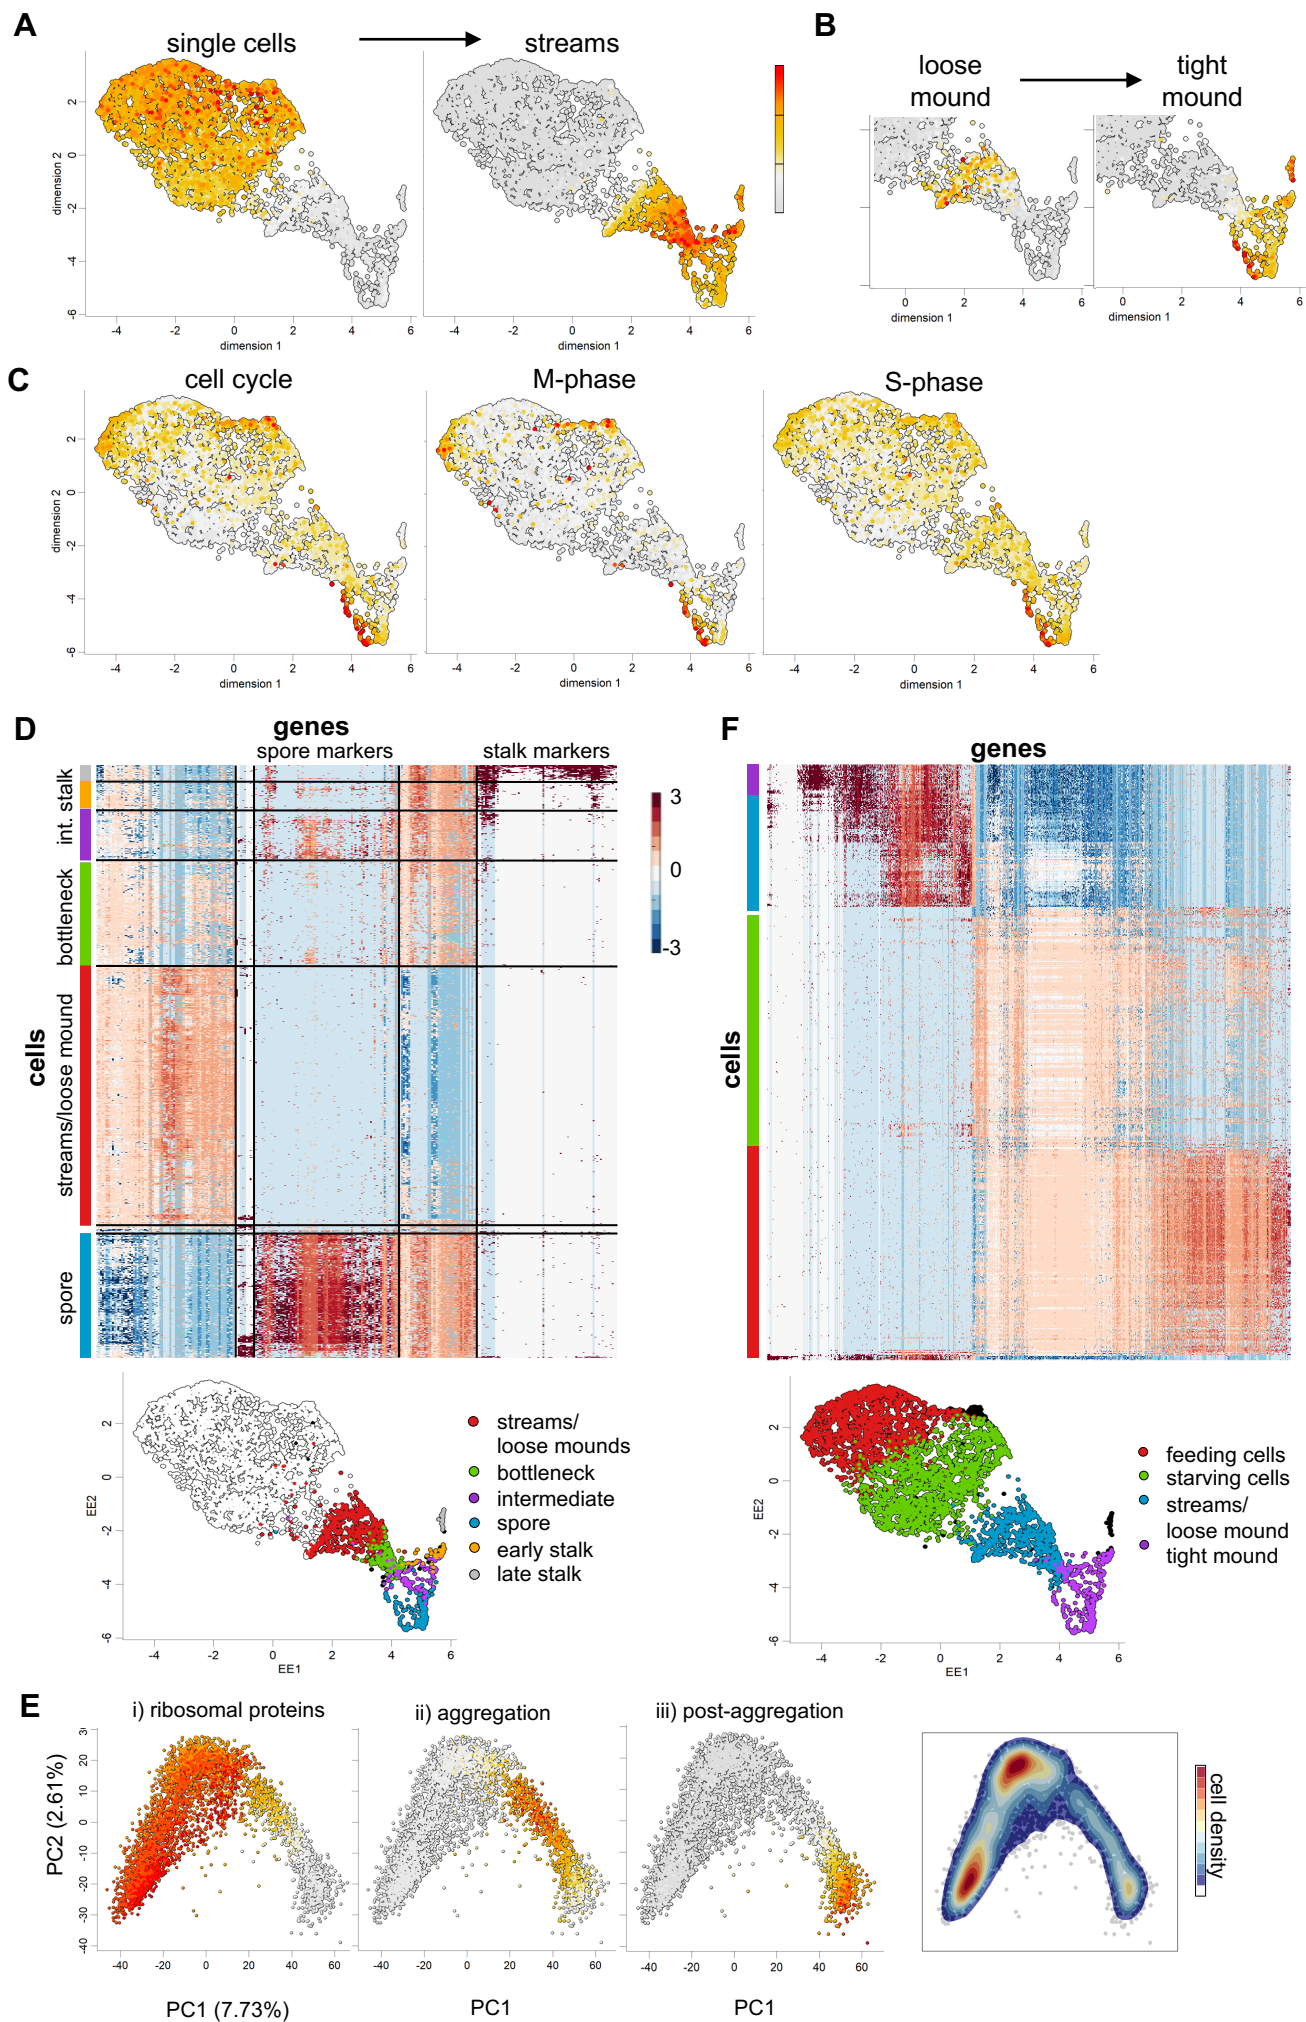

**Fig. S1. Developmental progression in the physiological niche.**

**A and B)** Cross referencing the 2D scRNAseq cell map to previously published population RNAseq data: genes identified as markers of major morphological changes in (Katoh-Kurasawa et al., 2021). In A, the genes changing during the transition from single cells to cell streams (down-regulated: 140 genes, up-regulated: 91). In B, the genes changing during the loose to tight mound transition (down-regulated: 4, up-regulated: 83). **C)** Distribution of cell-cycle genes expression on the 2D map (160 genes). For optimal visual contrast, the maximal colour value here is set at mean expression  $> 0.2$ . Plots are also shown for M-phase and S-phase genes. The latter shown more diffuse enrichment. **D)** Two-way hierarchical clustering of 1112 cells from the post-jump region (selected as the cells belonging to the right main branch in Fig.S4A). Colour shows z-score values. Genes were selected as having mean normalized expression over 0.01 and being correlated with at least ten other genes with Pearson's  $|r| > 0.5$ . Gene clusters expressing spore and stalk markers are indicated at the top of the map. Six main clusters of cells are marked with coloured boxes left of the heatmap. These six clusters are overlaid on the adjacent 2D transcriptome plot. The clusters are streams/loose mounds, bottleneck, intermediate, spore and two stalk populations. **E)** PCA plots labelled with the different stage gene sets used in Figure 1B, showing that the PC1 axis records developmental time. 

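The right main branch of the rebuilt tree held 1042 cells. These were divided into 6 Ward clusters, a choice made after average linkage had given 1 large branch, and the clusters were ordered by falling ribosomal protein share. Distances at 3000 UMIs were 0.361, 0.409, 0.448, 0.474 and 0.395 in the first 5 as means of both replicates, and the sixth held 5 cells. These clusters were not matched to the paper's names. With both replicates pooled, 97.1% of cells of the fourth had pspA, and all 24 cells of the fifth had tps3. Their order by ribosomal protein share is therefore not an order in time. In the third, 44.3% of cells of replicate 1 and 45.0% of replicate 2 had pspA, 30.7% and 48.1% had tps3, and 12 of 176 and 21 of 129 had both.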

Colours in the far right panel correspond to relative cell density. **F)** Two-way hierarchical clustering of cells described with 957 genes (colour shows z-score values). Genes were selected as in D. Four main clusters of cells are marked with coloured boxes left of the heatmap. These four clusters identified are overlaid on the 2D transcriptome plot. The main clusters are feeding cells (1624), starving cells (1840), streams/loose aggregate (737) and tight aggregate (396). 66% of the identified genes are repressed before the jump.

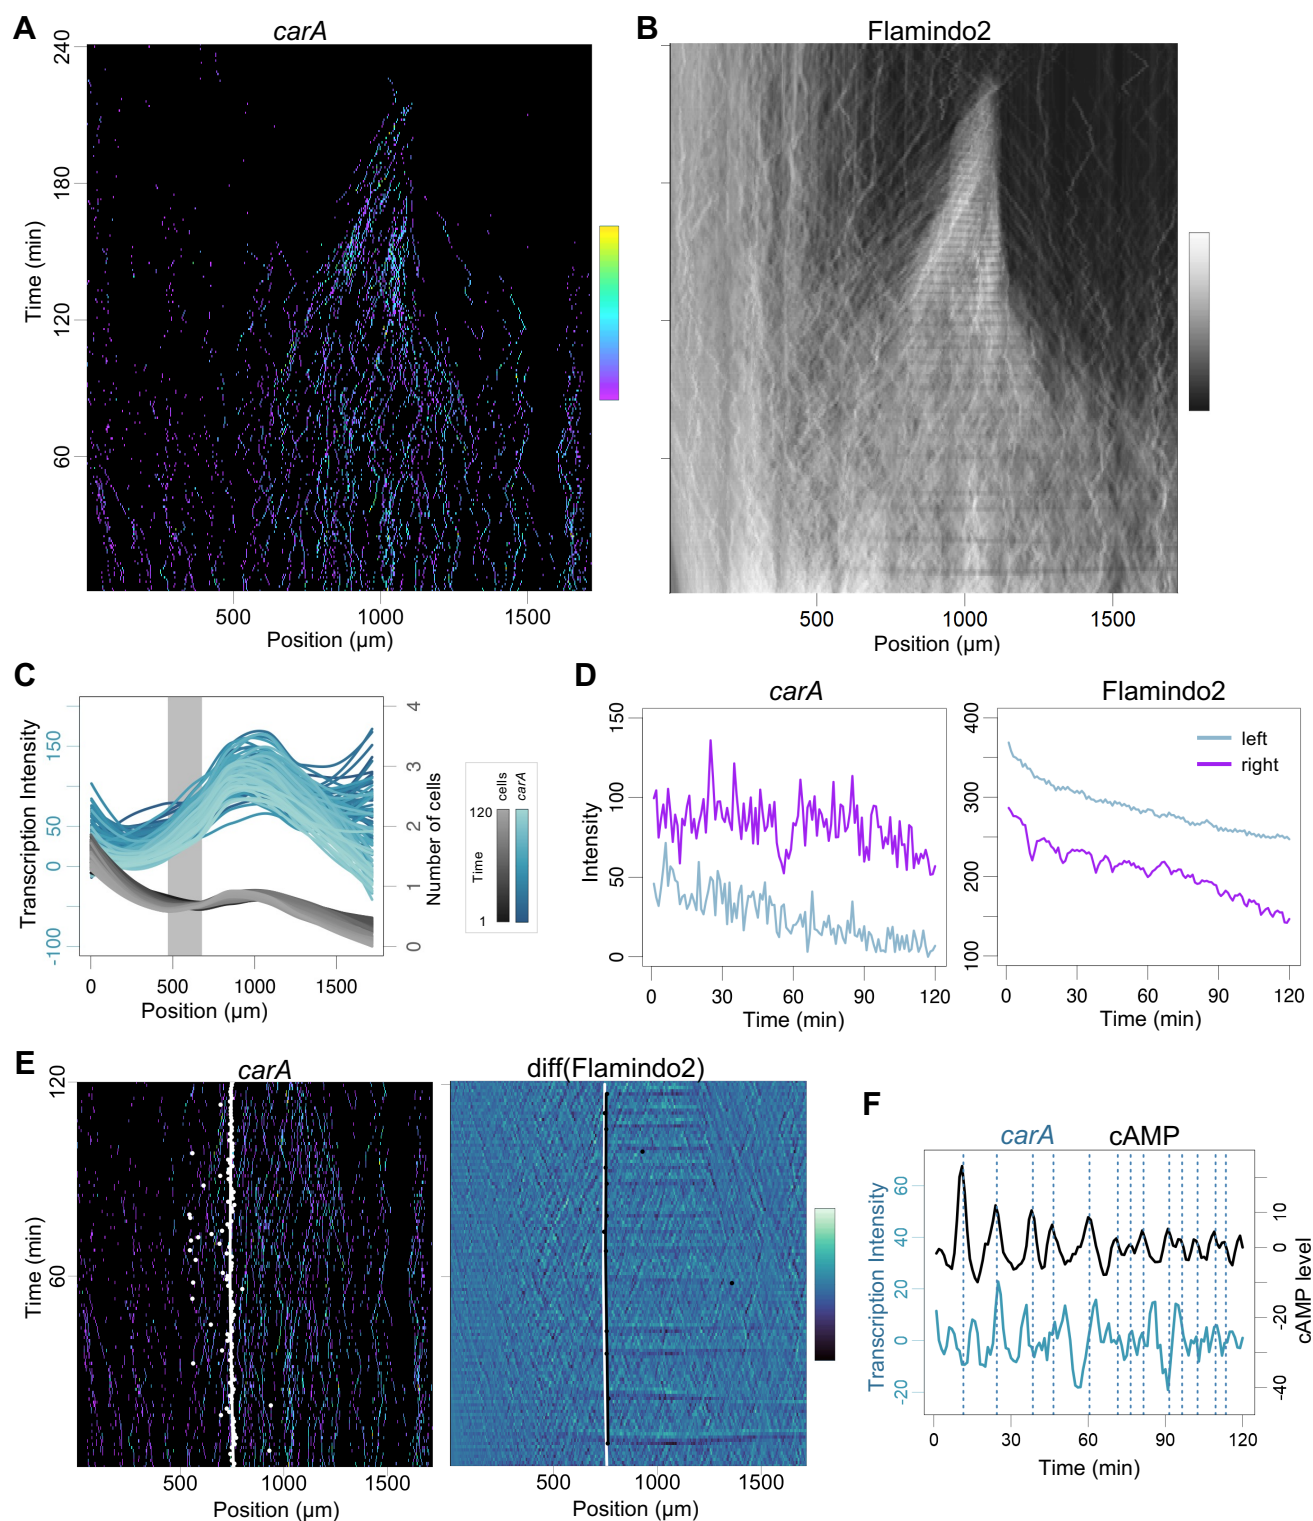

**Fig. S2. Coupling between jump transcription and signalling dynamics** This figure shows a repeat experiment of Figure 3. **A)** Imaging transcription dynamics of the jump gene, *carA*. Horizontal axis reflects the axis of differentiation. Imaging time is represented on the vertical axis. Transcription activity (detected using PP7-PCP) over time is shown, with activity level related by the colour scale on the right. Transcription is initially rare and sporadic, becoming frequent and oscillatory as differentiation proceeds. **B)** Same data as in A, showing cAMP signalling dynamics using the Flamindo2 biosensor, which dims in fluorescence when intracellular [cAMP] increases. Data show oscillations in differentiating cells. Cells merge into an aggregate during the movie. **C)** Increased transcription activity during differentiation. Plots summarises data in B, and also shows the distribution of cells in the population. Changing transcription and cell distributions over time are shown as different colour shades (see colour scale). The grey line corresponds to the minimum in cell density, which corresponds to where the population splits during the transition to multicellularity. **D)** Transitions in transcription and signalling dynamics. Left panel shows the differences in *carA* transcription dynamics between the areas left and right of the grey line in D. Right panel shows the differences between oscillatory and non-oscillatory cAMP dynamics either side of the grey line in D. **E)** Positional coupling between transcription and signalling dynamics. Left- white spots represent inflections of the curves of transcriptional intensity values at each imaging time point. The white line is a regression line summarising the distribution of points. Right- black dots show inflection points for cAMP signalling, where the signal intensity changes at the left extremity of the waves. Black line is the regression summarising these points. White line the same as in left panel. Inflection values were calculated at timepoints corresponding to cAMP wave maxima. **F)** Temporal coupling between transcription and signalling oscillations. Peaks in cAMP signalling (vertical lines) 4-5 minutes prior to peaks in *carA* transcription.

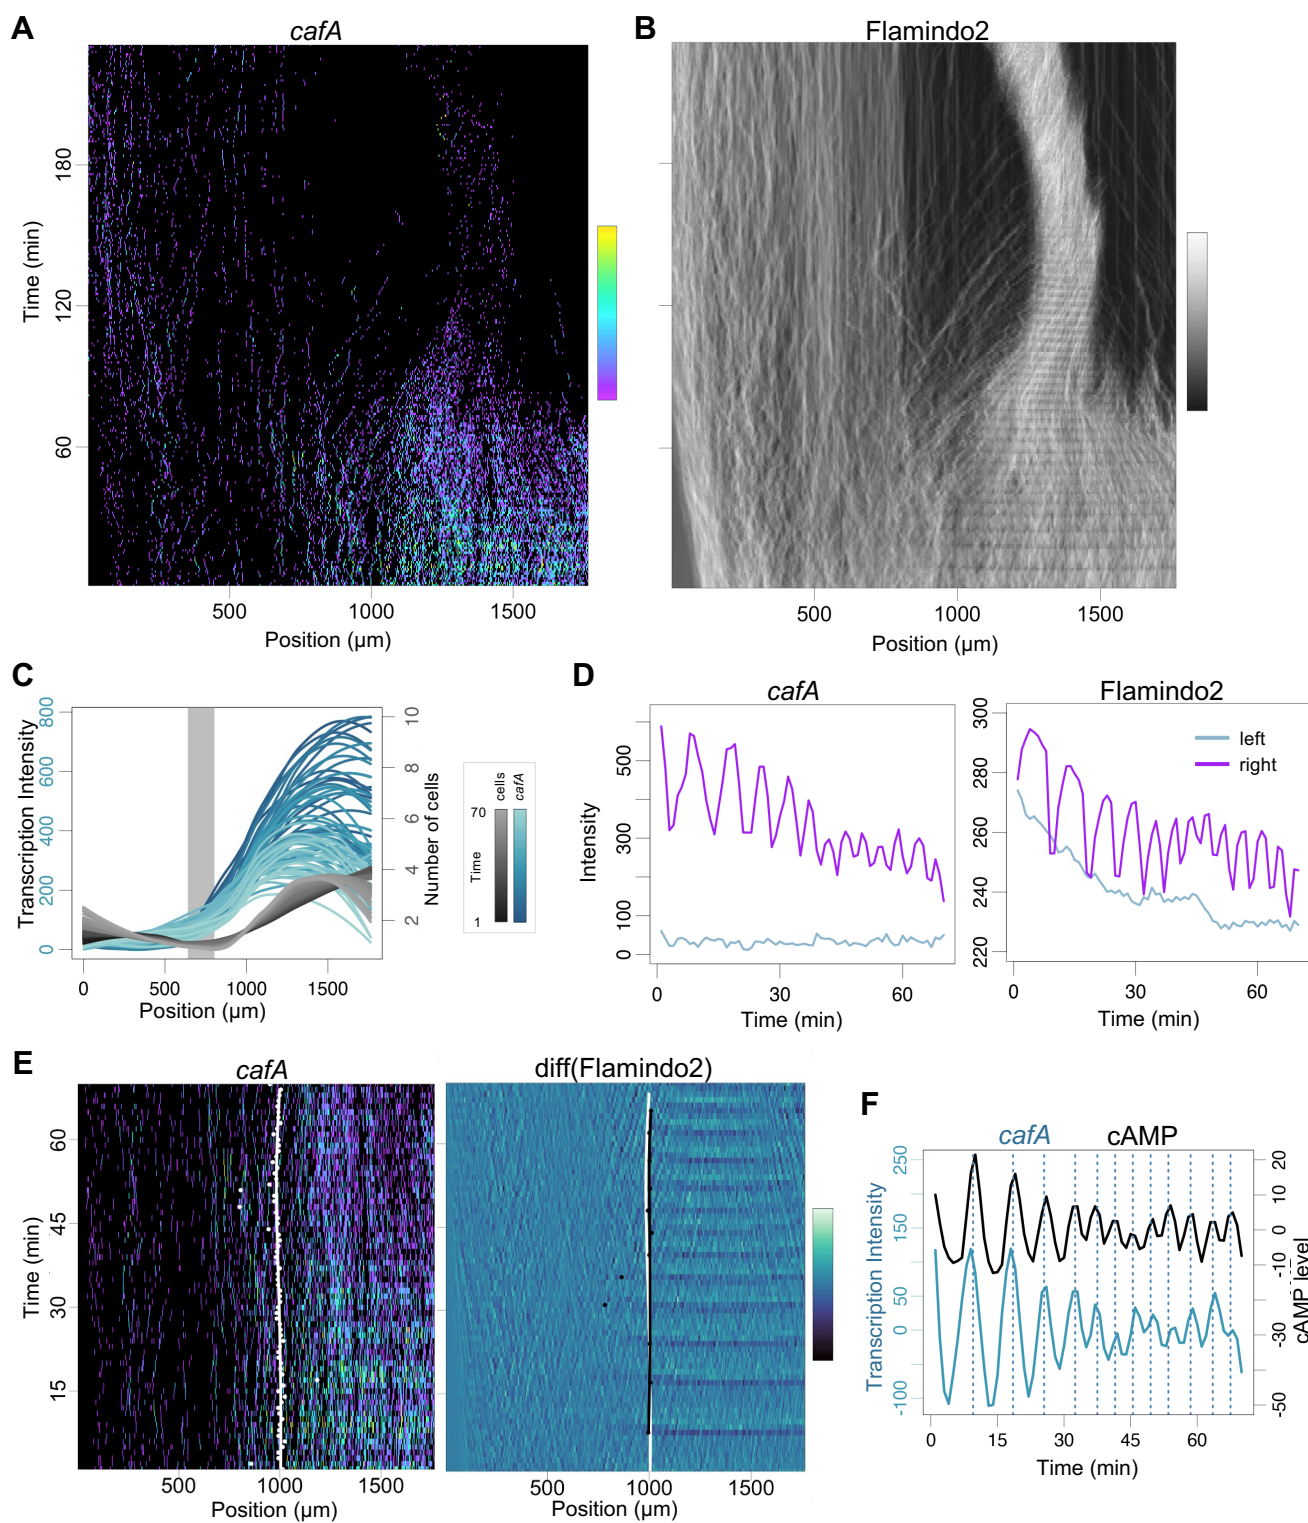

**Fig. S3. Alternative coupling strategies between jump signalling and transcription.**

This figure shows a repeat experiment relating to Figure 5.

**A)** Imaging transcription dynamics of the jump gene, *cafA*. Horizontal axis reflects the axis of differentiation. Imaging time is represented on the vertical axis. Transcription activity measured using the PP7-PCP system. Transcription is initially rare and sporadic, becoming frequent and oscillatory as differentiation proceeds. **B)** Same data as in A, showing cAMP signalling dynamics using Flamindo2. Cells merge into an aggregate during the movie. **C)** Increased transcription activity during differentiation. Plots summarises data in A, and shows the distribution of cells in the population. Changing transcription and cell distributions over time are shown as different colour shades (see colour scale). The grey line corresponds to the minimum in cell density, which corresponds to where the population splits during the transition to multicellularity. **D)** Transitions in transcription and signalling dynamics. Left panel shows the distinction in *cafA* transcription dynamics between the areas left and right of the grey line in C. Right panel shows the distinction between oscillatory and non-oscillatory cAMP dynamics either side of the grey line in C. **E)** Boundaries of transcription and signalling dynamics. Left- white spots represent inflections of the curves of transcriptional intensity values at each imaging time point. The white line is a regression line summarising the distribution of points. Right- black dots show inflection points for cAMP, where the signal intensity changes at the left extremity of the waves. Black line is the regression summarising these points. White line the same as in left panel. Inflection values were calculated at timepoints corresponding to cAMP wave maxima. **F)** Temporal coupling between transcription and signalling oscillations. Peaks in cAMP signalling slightly precede peaks in *cafA* transcriptional activity.

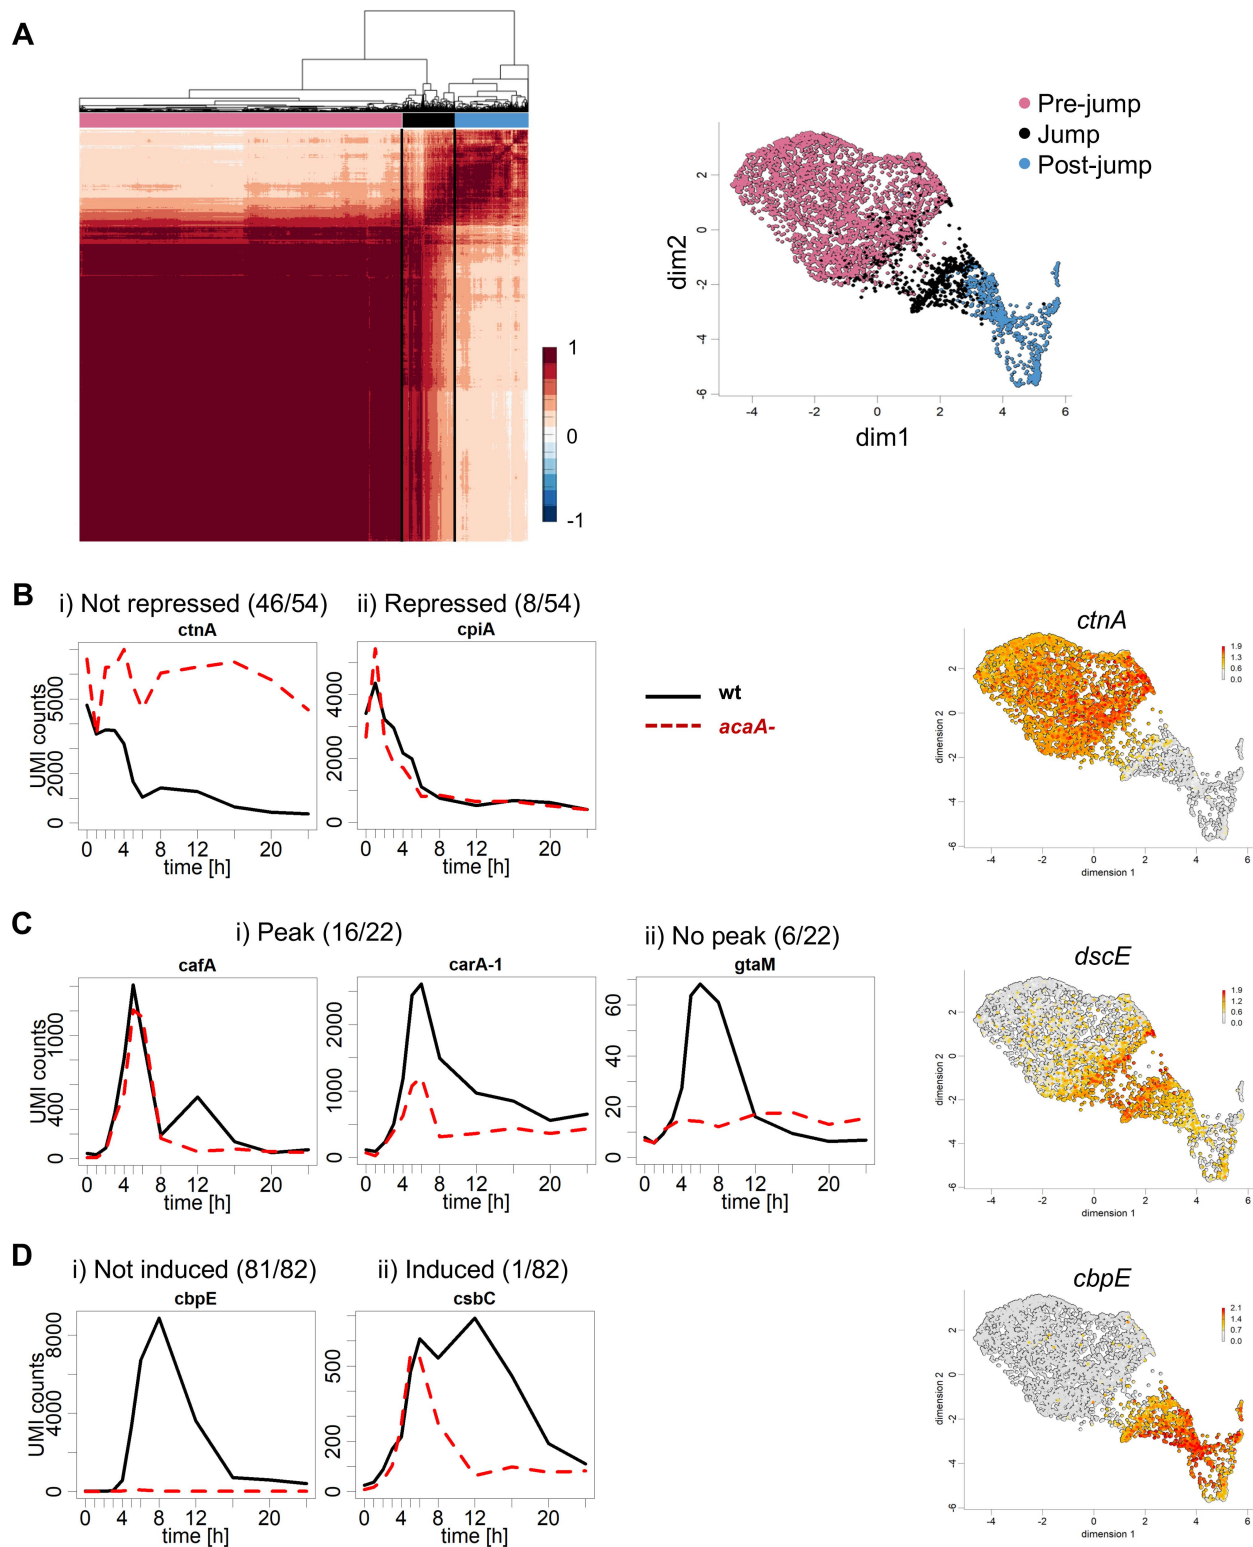

**Fig. S4. Changes in jump gene expression caused by loss of cAMP.**

**A)** Cell-cell correlation matrix of the continuous developmental scRNAseq (the same plot as Fig. 1G, but including the hierarchical tree). We identified three main clusters, with the one in the centre corresponding to the jump. To find jump genes, we expanded this region by taking the most-right subcluster of the left cluster and the most-left subcluster of the right cluster (black box). The modified clusters (before, during and after the jump) marked as (pink, black and blue) are shown in the right panel on the 2D transcriptome plot. 

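In the rebuilt tree, cut at 4 branches, the pre-jump, jump and post-jump classes held 3513, 616 and 614 cells after expansion. Median UMIs per cell were 20589, 6258 and 4304 in replicate 1 and 21308, 9834 and 5203 in replicate 2. How far down the tree the neighbouring branches are taken was read from the legend after branch sizes had been seen. The class borders are unstable to a few cells. Over the draws of cells left out at random, chosen after seeing the data, between 12 and 345 of the remaining cells changed class, and in 3 draws the tree was cut at 3 branches.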

We used this division to identify genes downregulated before the jump (**B**), enriched in the jump region (**C**) or upregulated after the jump (**D**). **B – D** show transcript dynamics of genes identified as pre-, during and post-jump, in wild-type cells (black line) and *acaA*<sup>-</sup> cells (red dashed line), which lack the aggregation stage cAMP synthesis enzyme. Transcript data from (Katoh-Kurasawa et al., 2021). The proportion of the genes showing each specific behaviour are shown. Also shown are typical examples of scRNAseq expression plots for each class. **B)** i) Most transcripts normally downregulated at the jump retain expression in *acaA*- mutants (85%). ii) A minor proportion of jump repressed transcripts are unperturbed. **C)** i) 73% of jump-specific transcripts retain a peak in expression in *acaA*- mutants, although induction is reduced, ii) 27% of jump specific genes are not induced in *acaA*- cells. **D)** Almost all (99%) genes induced after the jump are not induced in *acaA*<sup>-</sup> mutants.

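With the rebuilt classes, 53 of 54 listed pre-jump genes, 15 of 22 jump genes and 80 of 82 post-jump genes met the stated fold change and mean criteria over both replicates pooled. In each replicate separately, 52, 11 and 65 met them in both. The pre-jump number depends on normalisation and was 24 with total UMIs per cell and 19 with thinned cells. The jump number was 20 with no upper limit on UMIs and 21 without the 16 cells that scrublet called as doublets. It was 19 without the 5% with the highest scrublet scores, an alternative chosen after seeing the data. It fell to 12 with cells thinned to 3000 UMIs and to 11 with the jump branch not expanded. It was 10 without ribosomal protein genes in the correlation and 4 with log2(value + 1) before the correlation. Under the latter, expansion had moved most of the post-jump branch into the jump class. In edgeR's quasi-likelihood test on UMI sums, all 54, 22 and 82 listed genes passed an adjusted p of 0.05 in the direction of their list, with the same numbers adjusted over the list alone. The study chose the lists on these cells, so this is not independent evidence. The median log2 fold change was -5.82 for pre-jump genes and 8.46 for post-jump genes from the pre-jump to the post-jump class, and 3.36 for jump genes from the pre-jump to the jump class. Over all 8528 genes tested, 5872 changed from the pre-jump to the post-jump class, 2793 higher and 3079 lower. With total UMIs in place of TMM, an alternative chosen after seeing the data, 4650 were higher and 1844 lower, and the median of all genes moved from -0.06 to 1.03.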

**Table S1.** The table lists three classes of genes which change their expression around the jump: repressed at the jump (pre-jump genes), induced spanning the jump (“jump” genes) and induced after the jump (post-jump). These gene sets form the basis of the analysis in Supplementary Figure 4.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201946#supplementary-data>

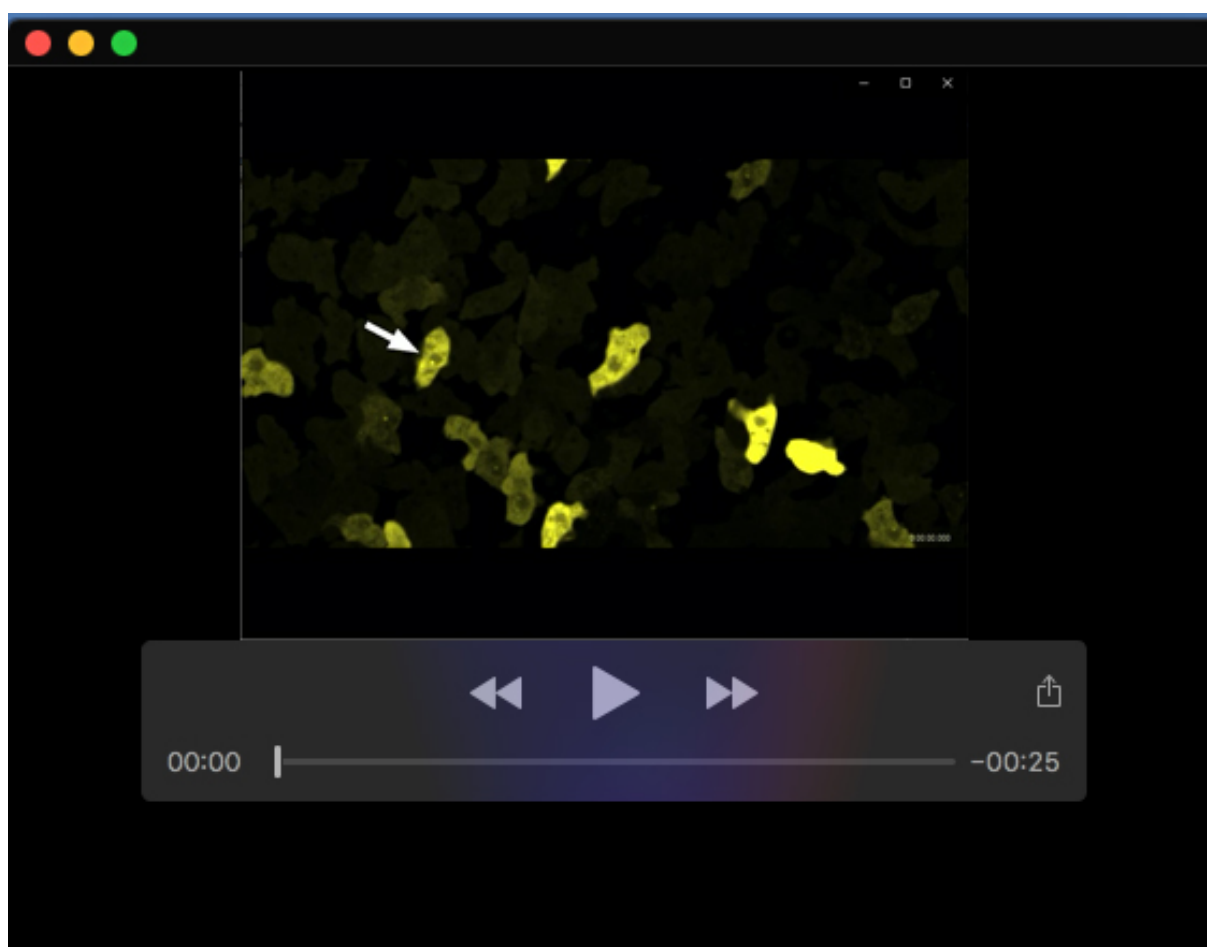

**Movie 1. Imaging jump transcription over the length scale of the developmental niche.**

The time series progressively zooms out, showing transcriptional events in single cells, then zooming out to show the position and movement of individual cells in the context of the early developmental niche. The cells are a mixture of *cafA* transcriptional reporter cells and cells expressing the cAMP reporter, *Flamindo2*. The contrast has been optimised in this case to make the transcriptional reporter cells clearly visible. In the first frame, the arrow points to a cell with a bright nuclear spot corresponding to nascent *cafA* RNA, at the site of transcription. As the movie zooms out, the full niche becomes apparent, with the undifferentiated cells to the left and the differentiating cells further to the right, with the onset of cell aggregation (streaming) visible. The playback is at 7 frames per second, with each frame captured every 1 minute. When fully zoomed out, the field of view is 1.68mm along the long axis.

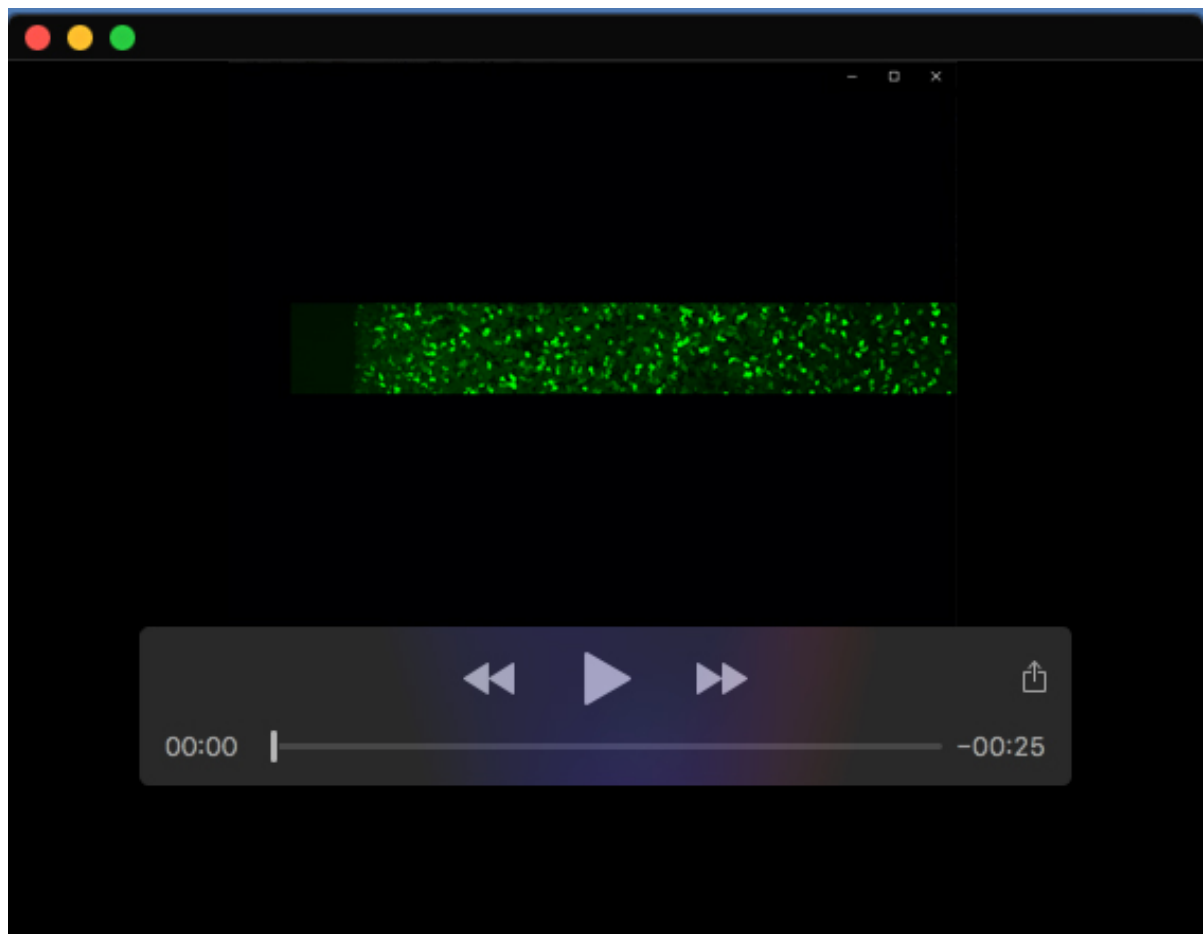

**Movie 2. Imaging cAMP signalling dynamics in the developmental niche.** This movie shows similar data to Movie 1, with the contrast optimised to show the dimmer Flamindo2 expressing cells. The undifferentiated, feeding cells are on the left, with the cell aggregation beginning on the right. Towards the right, the population shows synchronous oscillations in Flamindo2 intensity, corresponding to cAMP oscillations (Flamindo2 signal is inversely related to intracellular cAMP level). The playback is at 15 frames per second, with each frame captured every 45 seconds. The field of view is 1.68mm along the long axis.

How the deposited data were processed for this re-analysis (not part of the article)

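Single cell transcriptomes of NC4 cells, from the feeding front to the mound, were measured in 2 replicates of 1 condition. The authors made UMI counts with Cell Ranger v3.1.0 under default parameters and deposited them for 2925 and 2404 barcodes. The genome build is not named in the paper's text. The authors also deposited a signal table, on a linear scale without a log, of UMIs divided by scran size factors for the cells that passed their filter. The columns of that table carry the replicate number, which was matched to the number ending each sample's title, and 0 columns had no sample.

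All values started from these tables. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and R 4.3.3 with scran 1.30.0, edgeR 4.0.16 and DESeq2 1.42.0. Genes with mean normalised UMIs above 0.01 were used. PCA was run on log2(value + 1) with genes centred and scaled. The paper's text does not name the scaling. Classes came from an average-linkage tree on Euclidean distances between rows of the cell-cell correlation matrix, cut until 3 branches held at least 3% of cells each, ordered by ribosomal protein share. The jump class was then expanded by a sub-branch of each neighbour with 1 to 10% of cells. The way of descending the tree was coded after branch sizes had been seen beside Fig. S4A, and the jump branch without expansion was set as an alternative in advance. Genes for the 4 clusters were selected on values without a log. That scale had not been fixed in advance and was settled after the numbers of genes under both scales had been seen, so selection on log2(value + 1) was added as an alternative. The Ward clusters of the right main branch were also chosen after average linkage had been seen. How far the classes depend on a few cells was checked by leaving out 16 cells drawn at random, as many as scrublet called, in each of 10 draws. The saddle density used a Gaussian kernel with Scott bandwidth on a grid of 100 by 100 points.

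For tests across genes, each cell's UMIs were split at random with probability 0.5. One part gave the classes and the other was summed per class and replicate, giving 6 sums of 680572 to 21137414 UMIs. Classes from one part matched those from all UMIs in 90.7% of cells, and the jump class was larger, with 449 and 485 cells. edgeR's quasi-likelihood test with filterByExpr, TMM factors and Benjamini-Hochberg adjustment at 0.05 was fitted to the sums without a replicate term. Standard errors are the absolute log2 fold change over the square root of F. The sums of a replicate come from 1 library, and the correlations of their deviations from class means were 0.187, 0.193 and 0.195. Tested on simulated sums with 200 changed genes among 7453 for the pre-jump to post-jump comparison, edgeR recovered 74% of them, with 9 false among 157 calls. These sums were drawn independently with few genes changed. They do not give the error rate in the data, where 5872 of 8528 genes were called. On 1000 simulated cells with well separated classes and no expansion step, 100% were placed in their true class, which does not test the expansion.

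Genes named in the text are the 13 that the paper names, and the 5 with the largest rise and the 5 with the largest fall outside Table S1 among those that passed the test, changed the same way in both replicates and had a mean of at least 1 normalised UMI in the higher class over both replicates pooled. Doublets were sought with scrublet, which called 16 of 4743 cells (0.337%). The caller marked almost none, so it says little about doublets, and cells it called stayed in. Alternatives covered the cell filter, normalisation, doublets, depth, scale, gene sets, linkage, thresholds and leaving out each replicate, and most were set before the data were examined. Binomial intervals cover counting error only. Imaging, optogenetic and published population data, and the aggregation, post-aggregation and cell-cycle gene lists, were not used here.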

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

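The items here were picked after their values were seen; the test on the cell filter was written beforehand. Barcodes under the UMI or gene minimum, which the paper did not analyse, were assigned to the class whose mean profile they correlated with best. Of these, 87 fell in the jump class and 149 in the post-jump class. The shares were 16.7% and 15.8% jump and 31.9% and 24.2% post-jump in replicates 1 and 2, against 7.56% and 9.85%, and 12.5% and 19.6%, in kept cells assigned the same way. These barcodes had medians of 1644 and 999 UMIs. Kept cells thinned to 1000 UMIs returned to their class in 100% of pre-jump, 65.1% of jump and 99.5% of post-jump cells, and at full depth in 65.6% of jump cells, so the assignment misses some jump cells at either depth. Adding the barcodes back changed the jump share by 1.07 times, which argues against the filter as the reason that the jump class holds few cells. Mean PC1 scores of that class were 32.1 and 27.0 in replicates 1 and 2, above the sparse stretch from 10.4 to 20.5. The barcodes were not placed on PC1, so whether the filter emptied that stretch was not tested. Kept post-jump cells held fewer UMIs than pre-jump cells, so a fixed minimum on UMIs could remove more of them. Empty or broken droplets among these barcodes were not tested, and the design offers no condition for a biological explanation.

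The gene DDB_G0289775 is in the UMI tables and not in the normalised table, and the paper does not discuss it. It had 21721 UMIs over all barcodes. In CPM, from UMI sums per class and replicate, it was at 213, 179 and 26.0 in the pre-jump, jump and post-jump classes of replicate 1, and 320.3, 279 and 25.9 in replicate 2. Why it is absent from the normalised table was not tested, and no biological explanation was tested.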

How the results depend on the processing

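The alternatives chosen only after the data had been seen were leaving out the highest scrublet scores, leaving ribosomal protein genes out of the PCA, 20 bins of PC1, gene selection on log2(value + 1), the 6 clusters of the right main branch, total UMIs in place of TMM, cells left out at random, thinning without ribosomal protein genes, every alternative for the share of genes lower in cluster 2 than in cluster 1, and the checks of UMIs per cell. Over 755 recomputed values, 631 kept their direction and stayed within the replicate spread, or within 1.5 times for a count, or on their side of the test, 107 moved further, 10 reversed, and 6 lost and 1 gained a call in the same direction. Of 343 single gene values, 332 kept both direction and call. With 2 replicates the spread is itself poorly known. In each list that follows, the value as reported is in parentheses. For these changes the cause was not tested, unless it is named.

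Genes repressed stands for the share of selected genes lower in post-jump cells than in cluster 1, and genes lower in cluster 2 for the share lower there than in cluster 1, which is the comparison before the jump. The side of 50% on which either falls depends on the normalisation, and for genes lower in cluster 2 also on the gene selection. With total UMIs per cell in place of scran size factors the values were 32.3% for genes repressed (55.2%), 37.5% for genes lower in cluster 2 (51.8%), 24 for listed pre-jump genes meeting the criteria (53), 13.8% for cells in cluster 3 (18.1%), 13.4% for cells in cluster 4 (6.77%), 0.412 for the distance in cluster 3 (0.452), 0.491 for the distance in cluster 4 (0.503), 6.72% for the variance of PC1 (7.09%) and 1.21% for the variance of PC4 (0.970%). With each cell thinned to 3000 UMIs they were 24.9% for genes repressed (55.2%), 30.4% for genes lower in cluster 2 (51.8%), 19 for listed pre-jump genes meeting the criteria (53), 0.195 for r between pre-jump and post-jump (0.178), 0.890 for r within pre-jump (0.939), 74.0% for cells in cluster 1 (37.7%), 12.1% for cells in cluster 2 (37.4%), 13.2% for cells in cluster 3 (18.1%), 0.654% for cells in cluster 4 (6.77%), 13.9% for clusters 3 and 4 together (24.9%), 0.269 for the distance in cluster 1 (0.235), 0.399 for the distance in cluster 2 (0.282), 0.485 for the distance in cluster 3 (0.452), 0.414 for the distance in cluster 4 (0.503), 9.08% for the jump class (13.2%), 0.5 for deciles from cafA to carA-1 (1), 4.19% for the variance of PC1 (7.09%), 1.15% for the variance of PC2 (2.98%), 0.827% for the variance of PC3 (1.34%), 0.656% for the variance of PC4 (0.970%), 3.98% for the ribosomal protein share in the post-jump class (3.20%), 0.746 for the saddle density in PC1-PC2 (0.290), 0.424 for the saddle density in PC1-PC3 (0.297) and 0.710 for the saddle density in PC1-PC4 (0.382). At this depth 12 listed jump genes met the criteria (15). Thinning removes depth and adds counting noise, so it limits what can be resolved as well as testing it. At 5000 UMIs, with shallower cells left out, the values were 0.227 for the distance in cluster 1 (0.235), 0.408 for the distance in cluster 3 (0.452) and 0.474 for the distance in cluster 4 (0.503). With ribosomal protein genes left out and the other genes of each cell thinned to 3000 UMIs they were 0.387 for the distance in cluster 1 (0.235), 0.426 for the distance in cluster 2 (0.282), 0.408 for the saddle density in PC1-PC2 (0.290) and 0.234 for the saddle density in PC1-PC3 (0.297).

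With log2(value + 1) before the correlation the values were 29.9% for the jump class (13.2%), 0.346% for the post-jump class (13.4%), 4 for listed jump genes meeting the criteria (15), 0.214 for r between pre-jump and post-jump (0.178), 0.618 for r within post-jump (0.747) and 0.759 for r within pre-jump (0.939). Without ribosomal protein genes in the correlation they were 20.6% for the jump class (13.2%), 10 for listed jump genes meeting the criteria (15), 0.275 for r between pre-jump and post-jump (0.178) and 0.881 for r within pre-jump (0.939). With the jump branch not expanded, the jump class was smaller by construction, at 5.50% (13.2%), and 11 listed jump genes met the criteria (15). With no upper limit on UMIs they were 21675 for median UMIs per pre-jump cell (20949), 0.194 for r between pre-jump and post-jump (0.178), 20 for listed jump genes meeting the criteria (15), 0.5 for deciles from cafA to carA-1 (1), 0.5 for deciles from cafA to csbA (1), 0.564 for the overlap of pspA and tps3 (0.512), 27.3% for the ribosomal protein share in the jump class (20.8%) and 3.90% for the ribosomal protein share in the post-jump class (3.20%). Leaving out the 16 cells that scrublet called gave 21470 for median UMIs per pre-jump cell (20949), 0.194 for r between pre-jump and post-jump (0.178), 21 for listed jump genes meeting the criteria (15), 48.7% for cells in cluster 2 (37.4%), 19.0% for cells in cluster 3 (18.1%), 0.222 for the distance in cluster 1 (0.235), 55.2% for genes lower in cluster 2 (51.8%), 0.564 for the overlap of pspA and tps3 (0.512), 27.5% for the ribosomal protein share in the jump class (20.8%) and 3.90% for the ribosomal protein share in the post-jump class (3.20%), and leaving out the 5% with the highest scrublet scores gave 19 for listed jump genes meeting the criteria (15).

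The class rule is unstable to a few cells. Without the cells that scrublet called, 0.337% of all, the tree was cut at 3 branches in place of 4. With these cells left out and the classes kept from all cells, the values were 20.7% and 3.20% for the ribosomal protein share in the jump and post-jump classes, 20974 for median UMIs per pre-jump cell, 0.512 for the overlap and 0.178 for r between pre-jump and post-jump, so the moved class borders account for these shifts. For the clusters the cause was not tested. Cells drawn at random had a like effect. Over 10 draws of 16 cells the ribosomal protein share in the jump class lay between 18.9% and 30.0%, the overlap between 0.475 and 0.567, the jump class between 11.6% and 14.9% of cells and the post-jump class between 11.7% and 17.0%. In 2 draws at least as many cells changed class as without the called cells. The tree was also cut at 3 branches with no upper limit, with each cell thinned to 3000 UMIs and without the 5% with the highest scrublet scores, so class values under these settings mix the setting with the cut.

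In PCA without scaling the values were 24.5% for the variance of PC1 (7.09%), 6.21% for the variance of PC2 (2.98%), 2.90% for the variance of PC3 (1.34%), 1.52% for the variance of PC4 (0.970%) and 0.223 for the saddle density in PC1-PC3 (0.297). With genes of mean above 0.1 they were 9.67% for the variance of PC1 (7.09%), 4.04% for the variance of PC2 (2.98%), 1.71% for the variance of PC3 (1.34%) and 1.29% for the variance of PC4 (0.970%), and with no log 5.65% for the variance of PC1 (7.09%), 2.62% for the variance of PC2 (2.98%) and 0.213 for the saddle density in PC1-PC2 (0.290). With no log the saddle density in PC1-PC4 was higher, at 0.540 (0.382), which is within the wide replicate spread there. It was 0.354 and 0.726 in replicates 1 and 2 (0.212 and 0.553). A narrower bandwidth gave 0.116 for the saddle density in PC1-PC2 (0.290) and 0.158 for the saddle density in PC1-PC3 (0.297). The threshold of 0.4 on r gave 52.1% for genes repressed (55.2%), 47.0% for cells in cluster 2 (37.4%), 13.6% for cells in cluster 3 (18.1%) and 13.2% for cells in cluster 4 (6.77%), selection on log2(value + 1) gave 11.9% for cells in cluster 3 (18.1%) and 49.0% for genes lower in cluster 2 (51.8%), and all genes with a mean above 0.01 gave 45.0% for genes lower in cluster 2 (51.8%). Ward linkage for the 4 clusters repeats the reported clusters and tests nothing, although its values are counted among the 631 that stayed. A lower threshold along PC1 gave 0 for deciles from cafA to carA-1 (1) and 7.5 for the first decile of carA-1 (8.5), and 20 bins gave 0.5 for deciles from cafA to carA-1 (1).

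Leaving out each replicate in turn, the ranges were 52.8 to 55.2% for genes repressed, 53.8 to 58.5% for genes lower in cluster 2, 0.211 to 0.408 for the saddle density in PC1-PC2, 0.486 to 0.541 for the overlap, 14.2 to 18.5% and 1.98 to 17.0% for cells in clusters 3 and 4, 0.225 to 0.235, 0.268 to 0.295, 0.407 to 0.445 and 0.507 to 0.525 for the distances in clusters 1 to 4, 0.931 to 0.950 for r within pre-jump and 2.88 to 3.00% for PC2. The highest saddle density, 0.408, and the highest share of cluster 4, 17.0%, came without replicate 1, and without replicate 2 they were 0.211 and 1.98%. The test across genes was not run without a replicate, since 3 sums for 3 classes leave no residual degrees of freedom.

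With the replicate number as a block, which describes sums from the same library, 6114 genes changed from the pre-jump to the post-jump class (5872 without), 4368 from jump to post-jump (4012) and 4687 from pre-jump to jump (4141), so the block moved no count by more than 1.5 times. With total UMIs in place of TMM, 4650 were higher and 1844 lower from pre-jump to post-jump (2793 and 3079), 3703 and 1074 from pre-jump to jump (2098 and 2043), and 2912 higher from jump to post-jump (1824). From pre-jump to jump the log2 fold change was then -0.22 for ctnA (-0.83) and -0.41 for cpiA (-1.05), which lost their call, at adjusted p 0.516 and 0.0906, and from pre-jump to post-jump it was 1.35 for gtaM (0.27), which gained one, at 0.00288. With all UMIs for both classes and test, the cells of each class also changed. The pre-jump to post-jump log2 fold change then changed sign to -0.30 for cafA (1.53) and -0.054 for gtaM (0.27), neither past the threshold. It fell to 0.35 for dscE (0.85), which lost its call, at adjusted p 0.335 in edgeR's test. From jump to post-jump it fell to 0.75 for csbA (1.82), 0.46 for csbC (1.47) and 0.47 for cbpE (1.36), which were then not called. For acaA, not called in either, it was -0.60 then and -0.061 with upper quartile factors (0.033).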

Differences from the paper's values

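PC3 held 1.34% of the variance here. The paper's value is about 2.1% in Fig. 1F, read by eye. Of the alternatives set before the data were examined, the value lay within 1.5 times of the paper's under the settings total UMIs per cell in place of scran size factors, without replicate 1, log2(value + 1) centred but not scaled and mean normalised UMIs above 0.1. It did not under the settings no upper limit on total UMIs, cells that scrublet calls as doublets left out, each cell thinned to 3000 UMIs, without replicate 2 and no log before centring and scaling.

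The paper describes cells accumulating after the jump where their transcriptomes become similar. Here the distance at 3000 UMIs rose over the first 4 of the 6 clusters of the right main branch, from 0.361 to 0.474, and was 0.395 in the fifth. These clusters were rebuilt after seeing the data and none was matched to the paper's bottleneck. The paper's numbers of cells kept were reached with 1 limit over both replicates, a setting chosen before the data were examined, and not with a limit per replicate.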

Other observations

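The tests of depth on the gap, of doublets, of the upper limit on UMIs, of free RNA, of duplicate copies and of cells left out at random were chosen only after their results, or values close to them, had been seen. Few cells lay between the pre-jump and post-jump populations. Without ribosomal protein genes the highest saddle density over both replicates and 3 planes was 0.483, under the 0.8 set beforehand, which argues against these genes as the whole source of the gap. With each cell at 3000 UMIs in all the highest saddle density was 0.547 in replicate 1 and 0.946 in replicate 2, and in replicate 2 the gap nearly closed in PC1-PC2 and PC1-PC4 but not in PC1-PC3. Ribosomal protein genes take more of the UMIs before the jump, so this left fewer UMIs for other genes there, about 1417 against 2892 after the jump in replicate 1. With ribosomal protein genes left out and each cell at 3000 UMIs of other genes, with shallower cells left out, the highest saddle density over 10 draws was 0.445 in replicate 1 and 0.524 in PC1-PC2 and PC1-PC3 of replicate 2, which argues against depth as the whole source of the gap there. In PC1-PC4 of replicate 2 it was 0.803, so there depth and the noise that thinning adds cannot be told apart.

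If jump cells were doublets of pre-jump and post-jump cells, no gene's share of total UMIs would lie above both. In edgeR's test on total UMIs, 385 genes were higher in the jump class than in both other classes, against 185 that the adjusted threshold would allow as false among the genes called higher than pre-jump. With TMM the number was 273. This argues against random doublets as the whole class. If the UMIs of both cells add up, a doublet holds more than its pre-jump cell alone. Median UMIs per jump cell were 6258 and 9834 in replicates 1 and 2. The lower quartile of pre-jump cells was 13084 and 12814.5. This argues against doublets with pre-jump cells above that quartile as the source of most of the jump class. In replicate 2 the upper quartile of jump cells, 13562, lay above 12814.5. Doublets with the shallower pre-jump cells were not tested.

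Replicate 2 held the larger share of post-jump cells, 17.2% against 9.62%, a ratio of 1.79. With kept cells assigned to classes by correlation the ratio was 1.56, and over all barcodes assigned the same way 1.39 (95% interval 1.23 to 1.57, for counting error only). With each cell at 3000 UMIs it was 1.46 (1.29 to 1.66). This argues against the filter and the depth as the whole cause, and either could account for part of the excess. When cells drawn at random were left out, the ratio lay between 1.47 and 2.13, so part of its fall with depth could come from the class borders. How far each streak reached into the mounds stays open and untested.

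Pre-jump cells held more UMIs than post-jump cells. Outside ribosomal protein genes the ratio of medians was still at least 2.26 in both replicates, which argues against the loss of ribosomal protein transcripts alone. Of the 3 and 47 barcodes over the upper limit in replicates 1 and 2, 0 were assigned to the post-jump class and all to the pre-jump class. The limit therefore removed deep pre-jump barcodes and did not make the fall. Smaller cells, less RNA per cell or lower capture after the jump stay open and untested.

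Genes that are highest in post-jump cells had a few UMIs in pre-jump cells, which could be free RNA. Across 50 such genes, the ratio between replicates in pre-jump cells followed that in the other cells with a Spearman rho of 0.818. The genes were chosen for the pattern, and any gene-wise difference between libraries gives the same relation. The median log2 ratio was -0.25 in pre-jump cells and 1.22 over the whole replicate, so the size did not follow. Free RNA and a difference between libraries cannot be told apart for these genes.

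Of 87 pairs of duplicate gene copies, 84 had UMIs, 0 had them on both copies and 83 on copy 1 alone, which argues against reads being split between copies.

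Outside Table S1, the 5 genes with the largest rise from the pre-jump to the post-jump class in edgeR's quasi-likelihood test were DDB_G0276705, DDB_G0293356, tspB, sodD, ecmD, with log2 fold changes of 10.47 to 11.78. The 5 with the largest fall were DDB_G0269860, psiL, DDB_G0283449, DDB_G0289991, DDB_G0268138, with -11.82 to -7.47. None of these changed direction in the alternatives run for the test. Several were near 0 UMIs in one class, where a fitted fold change depends on the prior count.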
